# Gasdermin D deficiency aggravates nephrocalcinosis-related chronic kidney disease with rendering macrophages vulnerable to necroptosis

**DOI:** 10.1038/s41419-025-07620-1

**Published:** 2025-04-13

**Authors:** Yoshihiro Kusunoki, Chenyu Li, Hao Long, Kanako Watanabe-Kusunoki, Meisi Kuang, Julian Aurelio Marschner, Andreas Linkermann, Stefanie Steiger, Hans-Joachim Anders

**Keywords:** Necroptosis, Chronic kidney disease

## Abstract

Several forms of regulated necrosis contribute to the pathogenesis of crystal nephropathy, however, the role of pyroptosis, an inflammatory form of cell death involving the formation of gasdermin-D pores in internal and external cell membranes, in this condition remains unknown. Our transcriptional and histological analyses suggest that Gsdmd in tubulointerstitital cells may contribute to the pathogenesis of chronic oxalate nephropathy. However, genetic deletion of *Gsdmd* exacerbated oxalate nephropathy in mice in association with enhanced CaOx crystal deposition and accelerated tubular epithelial cell injury. Pharmacological inhibition of necroptosis reversed this effect. Indeed, *Gsdmd*^*−/−*^ bone marrow-derived macrophages were more prone to undergo necroptosis when stimulated with CaOx crystals compared to their wildtype counterparts. We conclude that gasdermin D suppresses the necroptosis pathway, which determines the outcome of oxalate nephropathy-related nephrocalcinosis.

## Introduction

Crystal formation inside kidney tubules can cause various types of kidney injury depending on their localization and size. In both urolithiasis and intrarenal nephrocalcinosis, calcium oxalate (CaOx) crystals are most prevalent [1]. Large kidney stones sometimes lodge in the ureter, leading to hydronephrosis and subsequent kidney injury. In contrast, nephrocalcinosis itself does not cause hydronephrosis but can lead to crystal-induced nephropathy and kidney failure.

CaOx crystal-induced nephropathy involves crystal formation from filtered minerals inside the tubules due to supersaturation of calcium and oxalate, combined with insufficient crystallization inhibitors in the urine. These formed crystals lead to subacute plug formation in the tubules, followed by an inflammatory response due to pro-inflammatory cytokines released from inflammatory cell or as a result of cell death, ultimately leading to loss of kidney function [2].

The cellular uptake of CaOx crystals into tubular epithelial cells is known to induce necroptosis, a form of regulated cell death that contributes to kidney dysfunction [2]. In addition to necroptosis, pyroptosis is another regulated form of cell death, involving the formation of gasdermin D (GSDMD) pores into membranes of the cell as the key executer of this pathway [3–5]. Pyroptosis has been implicated in several kidney diseases [6–10]. Whether inhibiting this cell death pathway could lead to favorable outcomes remains a topic of debate. In CaOx crystal-induced acute nephropathy, intrarenal CaOx crystals can activate the NLRP3 inflammasome, a key component in pyroptosis, in kidney-resident dendritic cells [11], while also directly triggering tubular cell necroptosis, both contributing to kidney injury [12]. In the context of CaOx crystal-induced chronic nephropathy, Knauf et al. demonstrated that CaOx crystal deposition triggers NLRP3-mediated inflammation, which contributes to kidney dysfunction [13]. Our group reported additional inflammasome-independent functions of NLRP3 that promote kidney fibrosis in a mouse model of nephrocalcinosis-related CKD [14]. Thus, the involvement of NLRP3 in CaOx-induced crystal nephropathy is established. However, the role of pyroptosis in this context remains controversial.

GSDMD, along with most other members of gasdermin family, is responsible for the final step of pyroptosis, facilitating the release of IL-1β from inside the cell into the surrounding environment [6], and is considered essential for pyroptosis. 

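In the GENCODE annotation of the mouse genome (build GRCm38), Gsdmd (ENSMUSG00000022575) lies on the plus strand of chromosome 15 from 75862327 to 75867408, a span of 5082 bp. Its principal transcript, Gsdmd-201, has 11 exons and 1792 nucleotides, of which 1461 encode 487 amino acids. The coding sequence runs from 75863409 to 75867236. The annotation lists 9 protein-coding mouse genes whose symbols begin with Gsdm. Family members under other symbols were not searched for. On chromosome 15, 4 of them (Gsdmc, Gsdmc2, Gsdmc3 and Gsdmc4) lie between 63775968 and 63912297, and Gsdmd starts 11950030 bp beyond the last of these 4 genes. The annotation also lists 3 pseudogenes with such symbols on chromosome 15. Of these, Gsdmcl-ps, from 63914448 to 63925666, lies between those 4 genes and Gsdmd. Gsdma, Gsdma2 and Gsdma3 lie side by side on chromosome 11 from 98626360 to 98677708. Gsdme, whose protein is probed beside GSDMD in Fig. 5E, is on the minus strand of chromosome 6 from 50188888 to 50263862. These positions describe the reference genome, and no expression value of these genes is given here.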

As described earlier, while the involvement of NLRP3 in CaOx crystal-induced chronic nephropathy has already been demonstrated [13, 14], the effect of inhibiting GSDMD in this context remains unclear. We speculated that *Gsdmd* deletion would elicit a renoprotective effect similar to that of *NLRP3* deletion in CaOx crystal-induced chronic nephropathy but our experimental studies revealed unexpected results.

## Methods and Materials

### Animal studies

*Gsdmd*^*−/−*^ mice were kindly provided by Prof. Dr. Andreas Linkermann (Mannheim, Germany). All mice were housed in groups of five in filter-top cages and had access to food and water *ad libitum*. Cages, nestlets, food, and water were sterilized by autoclaving before use. Eight-week-old *Gsdmd*^*−/−*^ mice and WT mice received oxalate-rich diet for 21 days. An oxalate-rich diet was prepared by adding 50 μmol/g sodium oxalate to a calcium-free standard diet (Ssniff, Soest, Germany) as previously described [15]. Mice were sacrificed by cervical dislocation at day 21 after starting the oxalate-rich diet. Plasma and urine samples were collected and GFR was measured at different time points before sacrifice and harvesting the kidneys. One part of each kidney was fixed in formalin and subsequently embedded in paraffin for histological analysis, another part was kept in RNA later solution at -20 °C, and the rest part was kept at -80 °C for immunoblotting.

### Transcutaneous measurement of glomerular filtration rate (GFR)

GFR measurements were performed in conscious mice on day -1, 7, 14, and 20. Briefly, mice were anesthetized with isoflurane to mount a miniaturized imager device built from two light-emitting diodes, a photodiode and a battery (MediBeacon, Mannheim, Germany) onto the shaved neck of the animals [16]. The background signal of the skin was recorded for 5 min. Then, mice received an intravenous injection of 150 mg/kg FITC-sinistrin (MediBeacon). Each mouse was conscious and kept in a single cage, and the signal was recorded for 90 min. Data were analyzed using MPD Lab software (MediBeacon). The GFR [μl/min] was calculated from the decrease of fluorescence intensity over time using a two-compartment model, the animals body weight and an empirical conversion factor [16].

### Immunoblotting

Total protein from kidney tissues or cells was extracted in RIPA buffer (89900, Thermo Fisher Scientific, Waltham, MA, USA), which was supplemented with protease and phosphatase inhibitors (A32961, Thermo Fisher Scientific). Insoluble components were removed by centrifugation at 12 000 × g for 10 min, and protein concentration was determined by Bradford assay (Bio-Rad, Hercules, CA, USA). Protein was denatured using Laemmli buffer and 2-mercaptoethanol, and boiled for 5 min at 95 °C. Samples were separated by 10% SDS-PAGE and were transferred to polyvinylidene fluoride membranes. The following primary antibodies were used: mouse anti-mouse caspase-1 (AG-20B-0042-C100, Adipogen, San Diego, CA, USA), mouse anti-human/mouse IL-1β (#12242, Cell Signaling Technology, Danveers, MA, USA), rabbit anti-mouse GSDMD (ab219800, Abcam, Cambridge, United Kingdom), rabbit anti-DFNA5/GSDMD antibody (ab215191, Abcam), rabbit anti-Receptor interacting protein kinase (RIPK) (#3493, Cell Signaling Technology), rabbit anti-Receptor interacting protein kinase-3 (RIPK3) (ab62344, Abcam), rat anti-Mixed lineage kinase domain like pseudokinase (MLKL) (MABC604, Sigma-Aldrich), and rabbit anti-β actin (#4967, Cell Signaling Technology). The following secondary antibodies were used: anti-rabbit IgG-HRP (#7074, Cell Signaling Technology) and anti-mouse IgG-HRP (#7076, Cell Signaling Technology). The blot was visualized using an enhanced chemiluminescence substrate on a ChemiDoc Imaging System (Bio-Rad).

### Immunofluorescence staining for macrophages

Bone marrow-derived macrophages (BMDMs) were fixed with 4% paraformaldehyde for 10 min and permeabilized with 0.2% TritonX-100 for 5 min. Subsequently, the cells were blocked and incubated with primary antibodies, including rabbit anti-pMLKL (37333, Cell Signaling Technology) and rat anti-F4/80 (NB600-404, NOVUS Biologicals, Littleton, CO, USA). The macrophages were then treated with secondary antibodies, including Alexa Fluor 488 goat anti-rabbit IgG (Jackson ImmunoResearch, West Grove, PA) and Cy3 donkey anti-rat IgG (Jackson ImmunoResearch). 4’,6-diamidino-2-phenylindole (DAPI) solution (0.1 μg/ml, NBP2-31156, NOVUS Biologicals) was added for nuclear staining. Fluorescent imaging was performed using a Nikon Eclipse Ti2 microscope (NIKON, Tokyo, Japan).

### CaOx crystal formation in vitro

The in vitro formation of CaOx crystals was performed, as previously described [17]. Briefly, 10 mM sodium oxalate (Na_2_C_2_O_4_) and 10 mM calcium chloride (CaCl_2_) solutions were prepared along with a crystallization buffer (90 mM Tris-HCL, 10 mM NaCl). A 5 mM Na_2_C_2_O_4_ (pH 7.3) was pre-incubated with or without 10 μl of urine for 1 h, followed by a 3 h incubation with 1 mM CaCl_2_. The size and area occupied by the formed crystals were assessed using a Nikon Eclipse Ti2 microscope (NIKON, Tokyo, Japan). The number of crystals was determined using FACSCalibur (Becton Dickinson, New Jersey, USA), and analyzed with FlowJo version 10 software (Tree Star, Ashland, OR, USA).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 7 software (Graphpad, La Jolla, CA, USA). In vivo data are presented as the mean ± standard deviation (SD) using Student’s t-test to determine statistical significances between two groups. For comparing three or more groups, we applied one-way analysis of variance (ANOVA) with Turkey’s post-hoc test. When two parameters with multiple groups were employed, we used two-way ANOVA with Bonferroni’s multiple comparisons test. In vitro data are presented as the mean ± standard error of the mean (SEM) using one-way ANOVA with Dunnett’s multiple comparisons test to compare three or more groups. Two or more parameters with multiple groups we compared using two-way ANOVA with Dunnett’s multiple comparisons test. Statistical significance was determined by *P* values of less than 0.05, which were indicated as *p < 0.05, **p < 0.01, and ***p < 0.001.

For further details on additional experimental and analytical methods please consult the online supplement.

## Results

### Transcriptional and histological analyses show Gsdmd expression in tubulointerstitial cells in chronic oxalate nephropathy

Gsdmd is known to be expressed in macrophages, and has a pivotal role in pyroptosis [18]. To investigate the gene expression of Gsdmd in injured kidney, we analyzed a previously published single-cell RNA sequencing dataset [19], which was based on cells sorted from the kidneys of C57BL/6 J mice before and after bilateral kidney ischemia-reperfusion injury. Gsdmd was expressed in kidney macrophages, and also in podocytes and endothelial cells under physiological conditions (Fig. 1A). Furthermore, a part of the proximal tubular cells−undergoing compensatory adaptation (“failed repair”) expressed Gsdmd during the chronic phase after ischemia-reperfusion injury (Fig. 1B–D). Consistently, immunostaining for Gsdmd in Wild type (WT) mice treated with an oxalate-rich diet showed positivity in interstitial cells, glomerular cells, and larger clusters of tubular epithelial cells, presumably corresponding to these aforementioned tubular cells undergoing adaption, which was not observed in healthy controls (Fig. 1E and Supplementary figure S1). The specificity of the staining of Gsdmd was proven by negative staining results in *Gsdmd*^*−/−*^ mice (Fig. 1E).

**Fig. 1:**
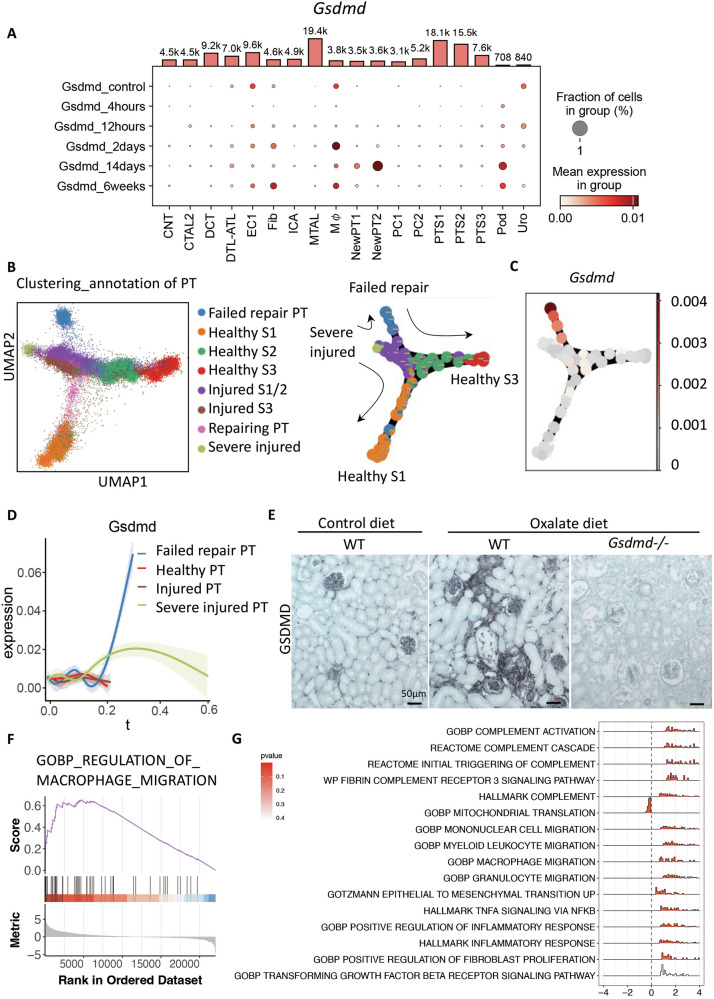
Gsdmd is expressed in macrophages, glomerular cells, and presumably in injured proximal tubular cells that fail to undergo repair in the kidney, and gene sets related to macrophage migration are upregulated in a chronic oxalate nephropathy mice model. **A** Dot plot representing the expression of Gsdmd in each kind of cells in the kidney. The dot color indicates the average gene expression level in each cluster, while the dot size represents the percentage of cells in each cluster. The bar plots on the top of the box are the numbers of cells in each group. **B** Pseudotime trajectory of proximal tubular cells in uIRI mouse model, colored by cluster identity. **C** Expression levels of Gsdmd in each cluster of proximal tubular cells seven days after uIRI in trajectory analysis. **D** Supervised pseudotime analysis of *Gsdmd* gene expression levels in each cluster of proximal tubular cells after uIRI. The x-axis represents pseudotime, and the y-axis shows z-scored gene expression values. **E** Representative images of Gsdmd staining in the kidneys of WT mice fed a control diet, and WT and *Gsdmd*^*−/−*^ mice fed an oxalate-rich diet. **F** The enrichment plots from the GSEA analysis show gene enrichment profiles comparing WT mice fed an oxalate-rich diet versus a control diet. The plots highlight the enrichment of transcriptional signatures related to macrophage migration. **G** Density ridge plots showing the distribution of gene expression for core-enriched genes in enriched gene sets, with gradient colors indicating adjusted p-values using the Benjamini-Hochberg method. CNT: connecting tubule, CTAL2: thick ascending limb of loop of Henle in cortex, DCT: distal convoluted tubule, ATL: thin ascending limb of loop of Henle, EC: endothelial cells, Fib: fibroblasts, ICA: type A intercalated cells of collecting duct, MTAL: thick ascending limb of loop of Henle in medulla, Mφ: macrophages, PT: proximal tubule, PC: principle cells, PTS1: S1 segment of proximal tubule, PTS2: S2 segment of proximal tubule, PTS3: S3 segment of proximal tubule, Pod: Podocytes, Uro: Urothelium.

Furthermore, to investigate potential therapeutic targets in chronic oxalate nephropathy, we fed WT mice an oxalate-rich, calcium-depleted diet to induce progressive oxalate nephropathy [15] (Supplementary Fig. S2A), and performed RNA sequencing on their kidney lysates. Cluster analysis clearly separated mice fed a control diet from those fed an oxalate-rich diet (Supplementary Fig. S2B), and Gsdmd and other pyroptosis-related genes such as Casp1, IL-1β, and NLRP3 were detected as differentially expressed genes (Supplementary table S1). Furthermore, gene set enrichment analysis clarified significant changes in gene sets related to macrophage migration, chemokine pathways, in the chronic oxalate nephropathy model (Fig. 1F, G, Supplementary figure S2D-H). Gsdmd expression in macrophages and tubular cells in the kidney may contribute to the pathogenesis of chronic oxalate nephropathy.

### Loss of gasdermin D exacerbates kidney injury in CaOx crystal-induced chronic nephropathy

To explore the possibility of a functional role of GSDMD in nephrocalcinosis-related kidney injury, we fed WT and *Gsdmd*^−/−^ mice an oxalate-rich, calcium-depleted diet to induce progressive oxalate nephropathy (Fig. 2A). By day 20, both *Gsdmd*^−/−^ and WT mice displayed significant oxaluria and hypocalciuria (Supplementary Fig, S3A and S3B). Neither *Gsdmd*^−/−^ nor WT mice developed albuminuria (Supplementary Fig. S3C), indicating that the disease primarily affected the tubulointerstitial compartment of the kidney, consistent with the chronic oxalate nephropathy model. Interestingly, starting from day seven, *Gsdmd*^−/−^ mice showed a faster decline in GFR compared to WT mice (Fig. 2B). This was accompanied by higher blood urea nitrogen (BUN) levels at day 20 (Fig. 2C). The more rapid decline in kidney excretory function in *Gsdmd*^−/−^ mice was associated with elevated kidney mRNA expression levels of kidney injury molecule-1 (KIM-1), transforming growth factor-beta 1 (TGF-β1), and tumor necrosis factor alfa (TNF-α) (Fig. 2D). Consistently, *Gsdmd*^−/−^ mice exhibited more severe tubular injury (Fig. 3A, B) and interstitial fibrosis (Fig. 3C, D), as well as increased interstitial macrophage infiltration (Fig. 3E, F) and nephrocalcinosis (Fig. 3G, H).

**Fig. 2:**
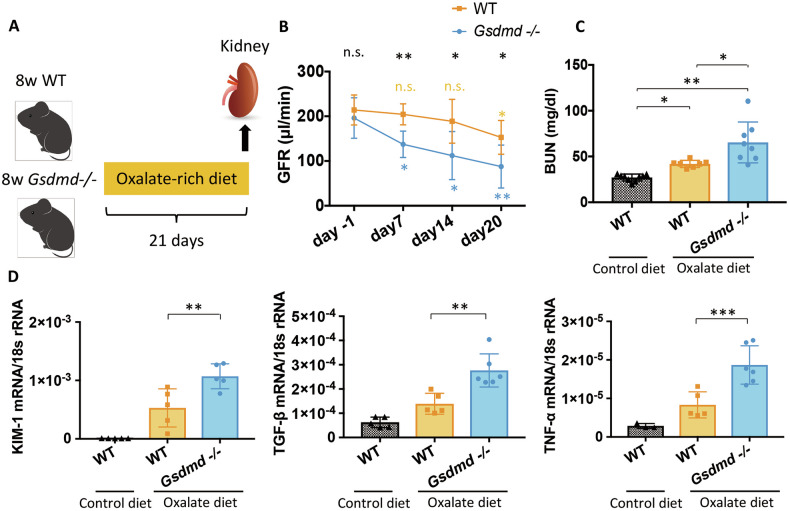
Gasdermin D knockout (*Gsdmd*^−/−^) mice subjected to an oxalate-rich diet manifest a worsened renal outcome in comparison to WT mice. **A** Study design illustration. Eight-week-old WT (*n* = 15) and *Gsdmd*^*−/−*^ mice (*n* = 13) received an oxalate rich diet for 21 days. The mice were sacrificed on day 21 for subsequent analyses. **B** Glomerular filtration rate (GFR) at various time points in WT and *Gsdmd*^*−/−*^ mice. **C** Blood Urea Nitrogen (BUN) levels on day 21 in WT mice fed a control diet and in WT and *Gsdmd*^*−/−*^ mice fed an oxalate-rich diet. **D** mRNA expression of KIM-1, TGFβ1, and TNFα in kidney RNA isolates. Data are presented as mean ± SD. *P* values were calculated using two-way ANOVA with Bonferroni’s multiple comparisons test (**B**), one-way ANOVA with Turkey’s post-hoc test (**C**), or Mann-Whitney U test (**D**). n.s., not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

**Fig. 3:**
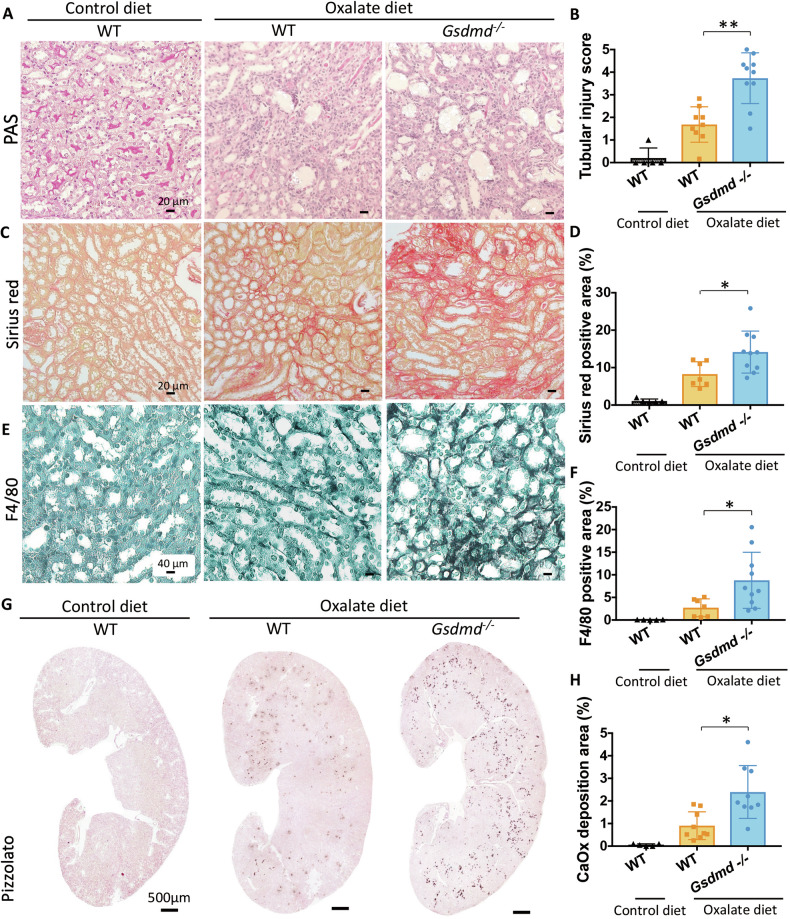
Renal histological analysis shows that genetic *Gsdmd* deletion exacerbates kidney injury in CaOx crystal-induced chronic oxalate nephropathy mouse model. **A** Periodic acid-Schiff (PAS) staining illustrating tubular injury. **B** Quantification of tubular injury. **C** Sirius red staining illustrating fibrosis in the kidney. **D** Quantification of Sirius red-positive areas. **E** Immunostaining showing F4/80 macrophages in the kidney. **F** Quantification of macrophage infiltration. **G** Pizzolato staining illustrating calcium oxalate (CaOx) crystal deposition in the kidney. **H** Quantification of Pizzolato-positive areas. Data are presented as mean ± SD. *P* values were calculated using Mann-Whitney U test. n.s., not significant; *P < 0.05, **P < 0.01.

We also analyzed CaOx crystal-binding molecules CD44 and annexin II because we previously reported that induction of these molecules is a key element to link CaOx microcrystal formation with nephrocalcinosis and kidney injury [20]. In *Gsdmd*^−/−^ mice subjected to an oxalate-rich diet, the mRNA expression levels of CD44 and annexin II in the kidney (Supplementary Fig. S4A and S4B), coupled with the areas positively stained for these substances, were notably increased (Supplementary Fig. S4C-F).

These findings suggest that Gsdmd deficiency, either directly or indirectly, amplifies nephrocalcinosis-related tissue injury and remodeling, leading to a more rapid decline in kidney function. Additionally, the upregulation of the crystal binding molecules such as CD44 and annexin II may partially contribute to the exacerbation of kidney injury in *Gsdmd*^−/−^ mice within this model.

### Gasdermin D does not directly affect the formation of CaOx crystals in the urine

Gsdmd is secreted into the urine [21] hence it may directly affect CaOx crystal formation. In order to distinguish direct from indirect effects of GSDMD on nephrocalcinosis, we investigated whether *Gsdmd* deficiency affects the formation of CaOx crystals in urine by supersaturating calcium and oxalate in urine samples from each mouse genotype. CaOx crystal formation was assessed using phase-contrast microscopy and flow cytometry. Both methods revealed that urine from B6N, *Gsdmd* WT, and *Gsdmd*^*−/−*^ mice similarly reduced the formation of CaOx crystals, particularly large CaOx monohydrate crystals (COM big) and CaOx dihydrate crystals (COD), however, there were no significant differences between the urine samples from these three genotypes (Fig. 4A–D). This suggests that lack of GSDMD does not directly affect CaOx crystallization.

**Fig. 4:**
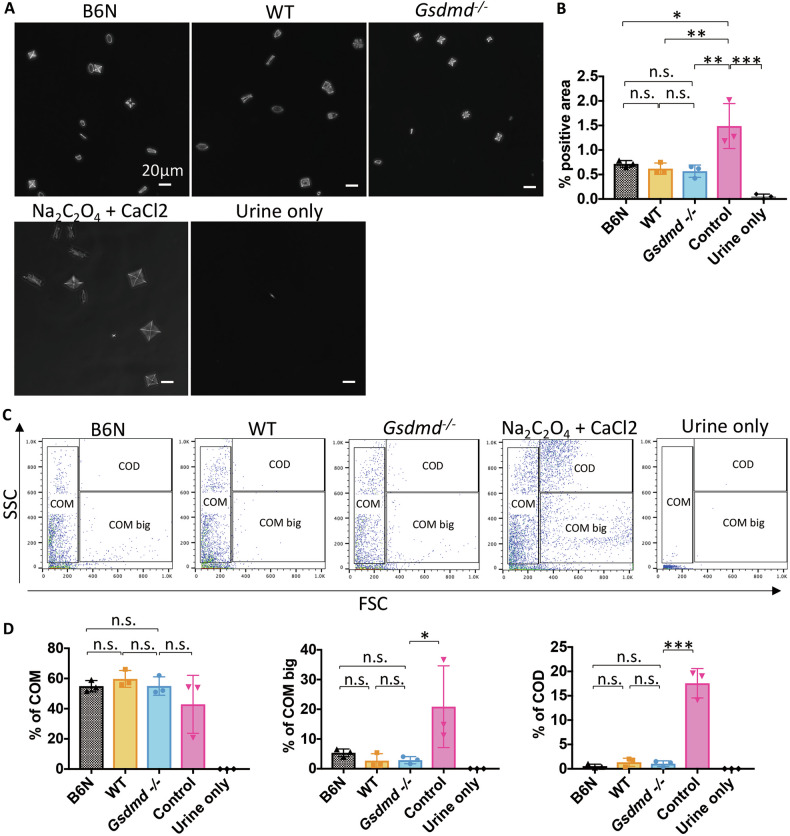
Genetic deletion of *Gsdmd* does not directly impact the formation of CaOx crystals under physiological conditions. **A** Representative phase-contrast microscope images of CaOx crystals observed 3 h after adding crystallization buffer, with or without urine from B6N, *Gsdmd* WT, and *Gsdmd* ^−/−^ mice, to supersaturated calcium and oxalate solutions. **B** Quantification of CaOx crystal-positive areas observed under a phase contrast microscopy. **C** Flow cytometry (forward scatter vs. sideward scatter) for assessing calcium oxalate monohydrate (COM) and calcium oxalate dihydrate (COD) crystal formation. Quantification of each type of crystals formed after 3 h of incubation with supersaturated calcium and oxalate solution buffer, with or without urine. Data are presented as mean ± SE from at least three independent experiments. *P* values were calculated using one-way ANOVA with Turkey’s post-hoc test (**B**, **D**). n.s., not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

### Oxalate nephropathy in *Gsdmd*^−/−^ mice displays more necroptosis rather than less pyroptosis

Nephrocalcinosis triggers various forms of regulated kidney cell necrosis [12, 22]. TUNEL staining revealed a higher number of positive cells in the kidney of *Gsdmd*^−/−^ mice with oxalate nephropathy compared to WT mice, indicating increased kidney cell death (Fig. 5A, B) and cleaved caspase-3 staining showed apoptosis being unaffected by Gsdmd deficiency (Fig. 5C, D).

**Fig. 5:**
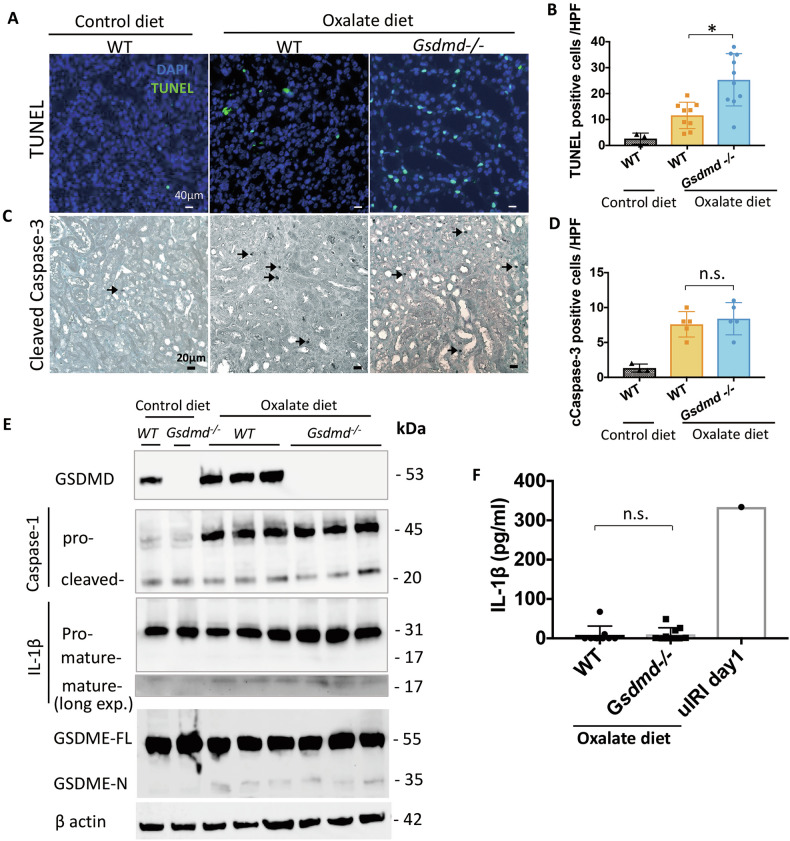
Immunobot analysis and serum IL-1β level suggest limited involvement of pyroptosis, while histological analysis shows no contribution of apoptosis to kidney injury in CaOx crystal-induced chronic nephropathy. **A** Representative TUNEL staining images from kidneys of WT mice fed a control diet, and of WT and *Gsdmd*^*−/−*^ mice fed an oxalate-rich diet. **B** Quantification of TUNEL positive cells. **C** Representative cleaved caspase-3 staining images from kidneys of WT mice fed a control diet, and of WT and *Gsdmd*^*−/−*^ mice fed an oxalate-rich diet. **D** Quantification of cleaved caspase-3 positive cells. **E** Immunoblot analysis of Gsdmd, caspase-1 (pro and cleaved p20), IL-1β (pro and mature p17), Gsdme (pro and cleaved p35) in the kidneys of WT and *Gsdmd*^*−/−*^ mice treated with an oxalate-rich diet. β-actin was used as a loading control. **F** IL-1β levels in serum from WT and *Gsdmd*^*−/−*^ mice fed an oxalate-rich diet. uIRI: unilateral ischemia-reperfusion injury. Data are presented as mean ± SD. *P* values were calculated using one-way ANOVA with Turkey’s post-hoc test (**B**, **D**, **F**). n.s., not significant; *P < 0.05.

GSDMD is a known component of the pyroptosis pathway. However, immunoblot analysis of kidney lysates showed no discernible differences in the expression of other components in this pathway, such as cleaved caspase-1 (p20) and mature IL-1β (p17), between *Gsdmd*^−/−^ mice on an oxalate-rich diet and their WT counterparts on the same diet (Fig. 5E). Furthermore, the concentration of IL-1β in the serum exhibited no significant difference between mice with an oxalate-rich diet, irrespective of their *Gsdmd* genotype (Fig. 5F). This may be because either pyroptosis rarely occurs in this model or, if it does, a process called “delayed IL-1β release” is taking place. According to this concept, macrophages release IL-1β in a Gsdmd-independent manner several hours after stimulation with the pyroptosis inducer nigericin, although not immediately [23, 24]. Similarly, in our BMDMs, IL-1β release levels in *Gsdmd*^*−/−*^ BMDMs increased to nearly equivalent levels several hours after nigericin stimulation (data not shown). In our chronic oxalate nephropathy model, this delayed release mechanism may explain why both WT and *Gsdmd*^*−/−*^ mice ultimately achieve equivalent IL-1β release. Regarding the lack of difference in pyroptosis-related markers in the kidney between WT and *Gsdmd*^*−/−*^ mice in the Western blot analysis, this may be because Gsdmd is primarily responsible for IL-1β release during the pyroptosis process. Therefore, its presence or absence may not influence the expression levels of intracellular IL-1β and caspases in this model.

On the other hand, Gasdermin E (GSDME) can compensate for GSDMD-deficiency and permit IL-1β release following inflammasome activation [24]. Therefore, we examined the protein expression of Gsdme. However, there was no significant difference in Gsdme expression (Fig. 5E), indicating the absence of a compensatory increase in Gsdme expression. These findings collectively indicate that there are no apparent differences in pyroptosis between *Gsdmd*^*−/−*^ mice and WT mice in this model, possibly due to delayed IL-1 β release, and the differences in the kidney phenotype between WT and *Gsdmd*^*−/−*^ mice might be owing to pyroptosis-independent function of Gsdmd. In contrast, the kidneys of *Gsdmd*^−/−^ mice showed greater positivity for pMlkl, implicating an increased presence of necroptotic cells in *Gsdmd*^*−*/−^ mice subjected to an oxalate-rich diet compared to their WT counterparts (Fig. 6A, B). Immunoblot analysis revealed augmented expression of necroptosis markers, including Ripk1, Ripk3 and Mlkl, in the kidney of *Gsdmd*^*−*/−^ mice fed an oxalate-rich diet (Supplementary Fig. S5). These findings may suggest that GSDMD regulates necroptosis during oxalate nephropathy.

**Fig. 6:**
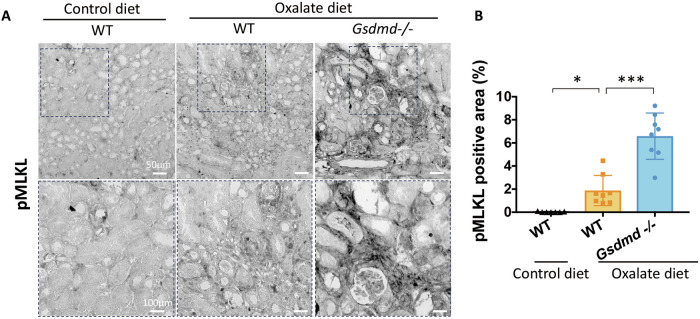
Histological and immunoblot analyses enhanced induction of necroptosis in *Gsdmd*^−/−^ mice within CaOx crystal-induced chronic nephropathy. **A** Representative images of pMLKL staining in kidneys from WT mice fed a control diet, and of WT and *Gsdmd*^*−/−*^ mice fed an oxalate-rich diet. The bottom panels show higher magnification views of the regions outlined by dotted rectangles in the top panels. **B** Quantification of pMLKL-positive areas. Data are presented as mean ± SE. *P* values are calculated using one-way ANOVA with Turkey’s post-hoc test. ***P < 0.001.

### Necroptosis inhibition improves oxalate nephropathy in *Gsdmd*^−/−^ mice

To explore the role of necroptosis in this context, we fed *Gsdmd*^*−/−*^ mice an oxalate-rich diet and treated them with a specific RIPK1 inhibitor, Nec-1s. All mice were sacrificed on day 14 (Fig. 7A). Notably, Nec-1s treatment had beneficial effects on kidney function, as evidenced by a diminished decline in GFR and lower BUN levels at the end of the study (Fig. 7B, C). Histological analysis further revealed that Nec-1s treatment mitigated tubular injury, interstitial fibrosis, macrophage infiltration, and nephrocalcinosis (Fig. 7D-K), along with TUNEL-positive cell death, including markers of necroptosis (Fig. 7L-O). These findings suggest that necroptosis contributes to the aggravated oxalate nephropathy phenotype observed in *Gsdmd*^*−/−*^ mice.

**Fig. 7:**
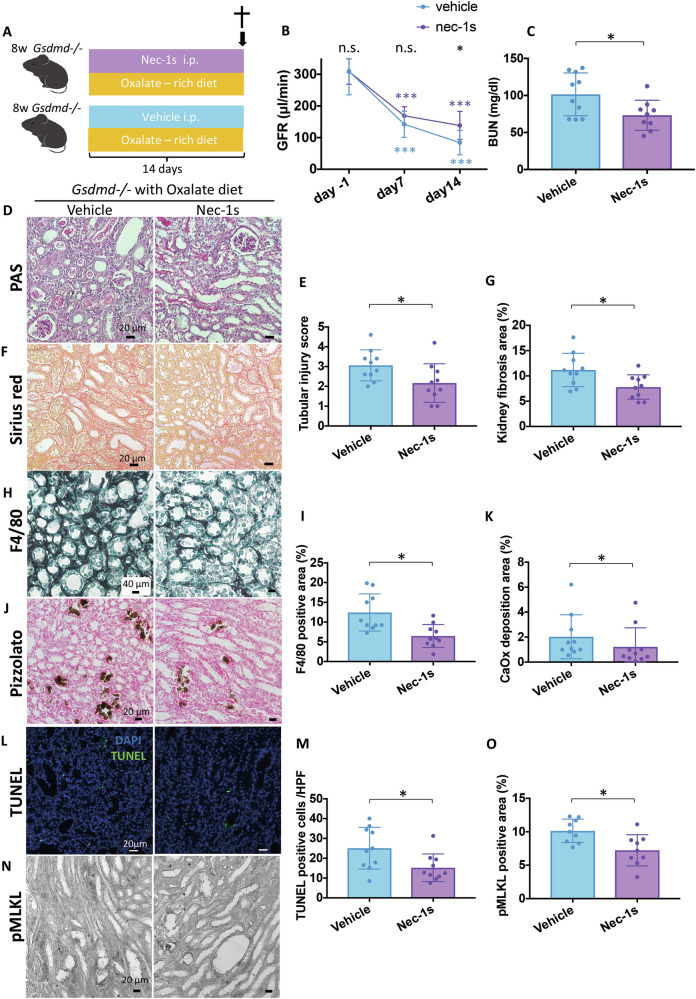
Inhibiting necroptosis ameliorates renal outcomes in *Gsdmd*^−/−^ mice within CaOx crystal-induced chronic nephropathy. **A** Study design illustration. *Gsdmd*^*−/−*^ mice were fed an oxalate-rich diet with or without Nec-1s for 14 days. Mice were sacrificed on day 14 for subsequent analysis. (n = 10 mice/group) (**B**) GFR at different time points in *Gsdmd*^*−/−*^ mice. **C** BUN levels on day 14 in *Gsdmd*^*−/−*^ mice. **D** PAS staining illustrating tubular injury in the kidneys. **E** Quantification of tubular injury. **F** Sirius red staining illustrating fibrosis in the kidney. **G** Quantification of Sirius red-positive areas. **H** Immunostaining illustrating F4/80 macrophages in the kidney. **I** Quantification of macrophage infiltration. **J** Pizzolato staining illustrating CaOx crystal deposition in the kidney. **K** Quantification of Pizzolato-positive areas. **L** Representative images of TUNEL staining in kidneys. **M** Quantification of TUNEL-positive cells. N Representative images of pMLKL staining on kidneys. **N** Quantification of pMLKL-positive area. Data are presented as mean ± SE. P values are calculated using two-way ANOVA with Bonferroni’s multiple comparisons test (**B**) or Mann-Whitney U test (**C**, **E**, **G**, **I**, **K**, **M**, **O**). n.s., not significant; *P < 0.05.

### *Gsdmd*^*−/−*^ macrophages are more susceptible to necroptosis upon stimulation with CaOx crystals

Neither *Gsdmd*^*−/−*^ mice nor WT mice treated with an oxalate-rich diet manifested albuminuria (Supplementary Fig. S2C), suggesting interstitial or tubular cells are mainly involved in the mechanistic basis for the observed phenotypic differences. Furthermore, macrophages express high levels of Gsdmd (Fig. 1A) and infiltrate the kidney upon injury [25], and we observed greater interstitial macrophage infiltration in *Gsdmd*^*−/−*^ mice (Fig. 3E, F). Therefore, we concentrated on macrophages to assess their function and susceptibility to CaOx crystals in both *Gsdmd*^*−/−*^ and WT mice. We first conducted a series of tests encompassing assessments of phagocytic capacity, migratory ability, cell cycle dynamics, and their responsiveness to proinflammatory stimuli, using bone marrow-derived macrophages (BMDMs) from WT and *Gsdmd*^*−/−*^ mice. These evaluations showed no differences (Supplementary Fig. S6A-I). However, we observed significant differences between the two genotypes in macrophages regarding their susceptibility to CaOx crystals, but not in primary tubular cells. The number of SYTOX green-positive macrophages following exposure to CaOx crystals was significantly higher in *Gsdmd*^−/−^ BMDMs than in their WT counterparts (Fig. 8A, B). We obtained the same result when measuring lactate dehydrogenase (LDH) in the cell supernatant (Fig. 8C). However, we did not observe significant differences between *Gsdmd*^−/−^ and WT tubular cells in the SYTOX green assay or the LDH assay method (Supplementary Fig. S7A and S7B), indicating that more cytotoxicity of CaOx crystals on *Gsdmd*^−/−^ BMDMs, but no differences in tubular cells of two genotypes. Furthermore, immunofluorescent staining of pMLKL revealed greater induction of MLKL phosphorylation in *Gsdmd*^*−/−*^ BMDMs, indicating more necroptosis (Fig. 8D, E). Consistently, pretreatment with necroptosis inhibitors Nec1s or GSK872 reduced CaOx crystal-induced cytotoxicity in macrophages (Fig. 8F). These results suggest that the higher susceptibility of macrophages from *Gsdmd*^−/−^ mice to CaOx crystals leads to increased necroptosis, which might be associated with a delayed clearance of CaOx crystals in the kidney, potentially resulting in more severe nephrocalcinosis and profound kidney injury.

**Fig. 8:**
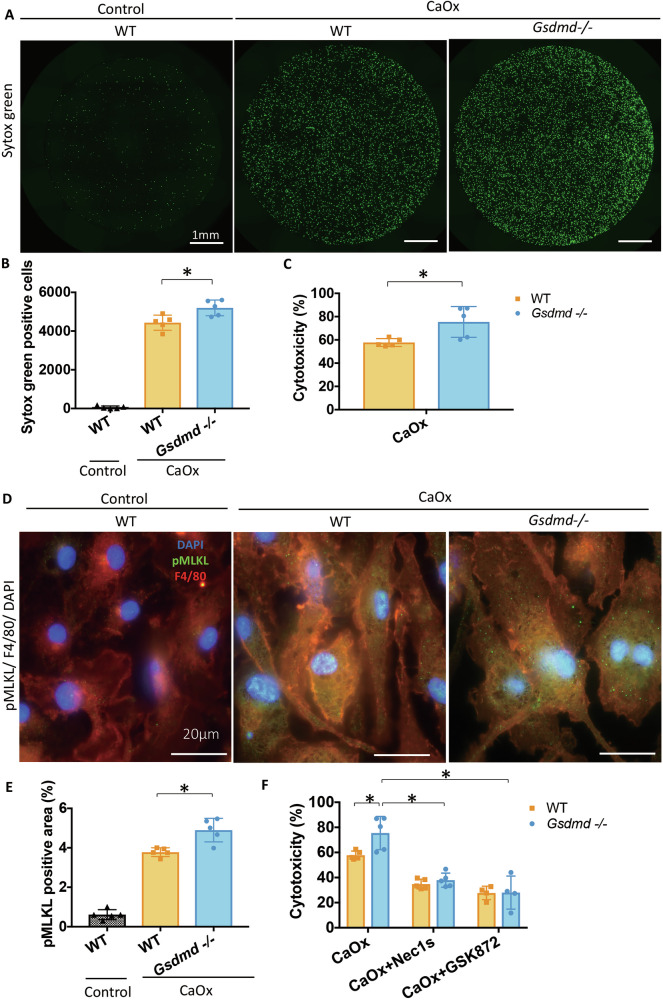
*Gsdmd*^*−/−*^ macrophages are vulnerable to CaOx crystal-induced damage, leading to an elevated occurrence of necroptosis. **A** Representative images of BMDMs stained with SYTOX Green (SG) 4 h after stimulation with CaOx crystals. **B** Quantification of SG-positive cells at 4 h after stimulation with CaOx crystals. **C** BMDMs were stimulated with 1 000 μg/ml CaOx crystals for 18 h, and cell-free supernatants were collected for LDH assay. **D** Representative immunofluorescent images of BMDMs 18 h after stimulation with 1 000 μg/ml CaOx crystals. Green: pMLKL, Red: F4/80, Blue: 4’,6-diamidino-2-2phenylindole (DAPI). **E** Quantification of pMLKL positive areas in BMDMs treated with CaOx for 18 h. **F** After pretreatment with or without Nec-1s or GSK872 for 1 h, BMDMs were stimulated with 1 000 μg/ml CaOx crystals for 18 h. Cell-free supernatants were collected for LDH assay. Data are presented as mean ± SE from at least 3 independent experiments. P values are calculated using one-way ANOVA with Turkey’s post-hoc test (**B**, **E**) or Mann-Whitney U test (**C**) or two-way ANOVA with Bonferroni’s multiple comparisons test (**F**). *P < 0.05.

### Gene expression analysis revealed that gene sets related to leukocytes migration, mitochondrial function, and complement pathways are differentially expressed between *Gsdmd*^*−/−*^ and WT mice in chronic oxalate nephropathy

We also performed RNA sequencing on the kidneys of *Gsdmd*^*−/−*^ mice within this model. Cluster analysis clearly separated mice fed a control diet from those fed an oxalate-rich diet (Supplementary Fig. S8A and S8B). RNA sequencing analysis revealed significant changes in the gene sets related to leukocyte migration, chemokine pathways, mitochondrial dysfunction, and complement pathways between *Gsdmd*^*−/−*^ and WT mice (Supplementary Fig. S8C, S8D). These differences may be attributed to variations in the substances released during cell death. And these results confirm at the transcriptional level that oxalate nephropathy exacerbates in *Gsdmd*^*−/−*^ versus WT mice.

## Discussion

We had hypothesized that pyroptosis contributes to kidney injury in a chronic oxalate nephropathy model, and that interfering with GSDMD would ameliorate kidney injury. However, contrary to our expectations, Gsdmd deletion actually exacerbated kidney damage in this model, and we found that GSDMD acts as a modulator of necroptosis in addition to its well-established role as an executor of pyroptosis. Furthermore, pharmacological inhibition of necroptosis ameliorated kidney injury in *Gsdmd*^−/−^ mice within this model. Finally, our study revealed that *Gsdmd*^−/−^ macrophages were more prone to undergo necroptosis upon CaOx crystal stimulation compared to WT macrophages, potentially leading to the delayed clearance of CaOx crystals and more severe kidney injury.

Like pyroptosis, necroptosis is a form of regulated cell death, and previous studies have suggested its role in necroinflammation in kidney diseases [7, 12, 26, 27]. These cell death pathways are interconnected and share certain signaling molecules [28, 29]. Thus, modulating one form of regulated cell death may interfere with or promote other cell death pathways. For example, Yang et al. demonstrated that genetic deletion of Gsdmd led to an increase in necroptosis in a non-infectious liver injury model [30]. Furthermore, in such cases, targeting multiple cell death pathways may be beneficial in suppressing inflammation [8, 31]. In our experiment as well, the deletion of Gsdmd, a key player in pyroptosis, promoted necroptosis in the kidney in a chronic oxalate nephropathy model. Pharmacological inhibition of necroptosis was effective in alleviating kidney injury in *Gsdmd*^*−/−*^ mice. Our results imply that Gsdmd has a role as a direct or indirect regulator also of necroptosis. In other words, genetic deletion of Gsdmd may impact the expression or activation of necroptosis regulators involved in the posttranslational regulation of necroptosis initiators and executor such as RIPK1, RIPK3, and MLKL. For instance, caspase-8 is well known as an initiator of apoptosis, but it also inhibits necroptosis by cleaving RIPK1 [32]. Previous studies have shown that increased mitochondrial ROS leads to the inhibition of pro-caspase-8 cleavage, resulting in the upregulation of necroptosis, and the release of mitochondrial DNA activates RIPK1/RIPK3/MLKL necroptosis pathway [33–35]. Consistent with these reports, our RNA sequencing analysis revealed an upregulation of gene sets associated with mitochondrial dysfunction in *Gsdmd*^*−/−*^ mice.

Additionally, it has been reported that CaOx crystals are phagocytosed by macrophages, dissolved by phagolysosome, and subsequently eliminated [36]. Cathepsins, known as lysosomal components, are also involved in regulating necroptosis [2]. Based on these previous reports, we can also hypothesize that Gsdmd deletion might alter the function of lysosomal enzymes, including cathepsins, in macrophages. However, further investigations are needed to confirm these possibilities.

Apart from regulated cell death pathway, our study also revealed an increase in the expression of crystal-binding molecules CD44 and annexin II in primary renal tubular epithelial cells of *Gsdmd*^*−/−*^ mice. It is well-known that crystal adhesion to the surface of tubules is a crucial step in crystal growth and subsequent formation of tubular obstruction. Although we did not directly target these crystal-binding proteins, our findings suggest that the upregulation of these proteins, induced by Gsdmd deletion, might also contribute to the development of more severe kidney injury in chronic oxalate nephropathy.

Furthermore, beyond leukocyte-related genes, our RNA sequencing analysis revealed significant differences in gene expression associated with complement pathways and mitochondrial dysfunction in oxalate-fed WT and *Gsdmd*^*−/−*^ mice. These findings align closely with a previous report on human monocytes [37], suggesting that components associated with these gene sets may also be promising therapeutic targets for treating chronic oxalate nephropathy.

Our study has several limitations. Although we focused on GSDMD in macrophages, the use of *Gsdmd*^*−/−*^ mice does not fully rule out the possibility that GSDMD may also contribute to the overall phenotype in other cell types. Employing macrophage-specific *Gsdmd* knockout mice would help to address this aspect. Additionally, we did not investigate the molecular mechanisms underlying the susceptibility of BMDMs to necroptosis in this study. Further molecular investigations into our findings are still needed.

Our study underscores the critical role of macrophages in chronic oxalate nephropathy and highlights that molecules involved in regulated cell death often share signaling pathways, allowing these cell death processes to influence one another. These insights offer new directions for research into the regulation of cell death, particularly necroptosis.

### Data sharing statement

The transcriptome data have been deposited and are available in the Gene Expression Omnibus (GEO) database <https://www.ncbi.nlm.nih.gov/geo/> (Accession number: GSE279923).

## Supplementary information

Supplementary information

original data

original data

original data

# Supplementary material for: Gasdermin D deficiency aggravates nephrocalcinosis-related chronic kidney disease with rendering macrophages vulnerable to necroptosis
**Source:** Cell Death Dis. 2025 Apr 13;16(1):283. doi: 10.1038/s41419-025-07620-1
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Information for**

**Gasdermin D drives deficiency aggravates nephrocalcinosis-related chronic kidney disease with rendering macrophages vulnerable to necroptosis**

Yoshihiro Kusunoki^1,2^, Chenyu Li^1,3^, Hao Long^1,4^, Kanako Watanabe-Kusunoki^1,2^, Meisi Kuang^1^, Julian A. Marschner^5^, Andreas Linkermann^6,7,8,9^, Stefanie Steiger^1^, Hans-Joachim Anders^1^

**Table of contents**

**Supplementary methods**

Single nuclei RNA sequencing 1

Bulk RNA sequencing 1

Histological analysis 1

RNA Preparation and Real-Time Quantitative PCR 2

Isolation of bone marrow cell and differentiation of macrophage 2

Measurement of urinary creatinine, albumin, calcium, oxalic acid, and blood urea nitrogen 2

Preparation of necrotic cell supernatant 3

Migration assay 3

Scratch assay 3

Phagocytosis assay 3

Cell cycle analysis and Cell count 3

Polarization and characterization of macrophages 4

Isolation of primary renal tubular cells (pTECs) from murine kidney 4

Cell death detection assay for BMDMs and pTECs 4

BMDMs and pTECs stimulation for Inflammasome assays 5

**Supplementary Tables**

Supplementary table S1. Upregulated pyroptosis-related genes in kidney of *Gsdmd^-/-^* mice fed an

oxalate-rich diet 6

Supplementary table S2. Murine primer sequences 6

**Supplementary Figures**

Supplementary figure S1. 7

Supplementary figure S2. 8

Supplementary figure S3. 9

Supplementary figure S4. 10

Supplementary figure S5. 11

Supplementary figure S6. 12

Supplementary figure S7. 14

Supplementary figure S8. 15

**Supplementary References** 16

**Supplementary Methods**

**Single nuclei RNA sequencing**

Raw data or count matrices were obtained from GSE139107 [1]. The single nuclei RNA-seq data were processed using the Scanpy pipeline [2], which enabled the integration and merging of different batches of data. Quality control was performed by utilizing the threshold values as reported in the original article. Data normalization was conducted using the scran package [3], which included assuming equal size factors, normalizing library sizes to counts per million, and log-transforming the count data. Principal component analysis was performed based on the 3 000 highly variable genes. To eliminate technical differences and preserve biological differences, the harmony integration pipeline [4] was employed to reduce data dimensions and remove batch effects. Uniform Manifold Approximation and Projection (UMAP) was applied for unsupervised clustering based on the first 50 integrated principal components with maxiter=30, min_dist=1 and spread=2. 

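A gene enrichment score gives each nucleus a single number for a whole list of genes. The function averages the expression of the genes on the list in that nucleus and subtracts the average of reference genes drawn from the same range of expression. A high score therefore means that the listed genes stand above other genes of similar abundance in that nucleus, and it is not a test between groups of mice. The scores rest on a published single-nucleus dataset, which was not analysed here.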

Gene enrichment scores were calculated using "scanpy.tl.score_genes()" functions [5]. Additionally, pseudo-temporal analysis was conducted using PAGA (Partition-based Graph Abstraction)[6] to infer developmental trajectories and cellular differentiation pathways for the kidney cell subset.

**Bulk RNA sequencing**

Total RNA was extracted from kidney samples of *Gsdmd^-/-^* and WT mice, both on a normal diet and an oxalate-rich diet. For the in vitro experiment, total RNA was isolated from pTECs of *Gsdmd^-/-^* and WT mice. The quality of RNA was assessed by analyzing the RNA Integrity Number (RIN) using a Bioanalyzer 2100 instrument (Agilent, Santa Clara, CA). RNA samples with a RIN value > 8 were selected for RNA sequencing. Library preparation and sequencing were conducted by Beijing Genomics Institute (BGI) using the DNBSEQ (G400) platform, and the RNA samples underwent 100-base-pair paired-end sequencing. The bioinformatics workflow, which included data filtering, mapped transcript prediction, differential gene expression analysis and gene ontology, was performed using the protocols of HISAT2 [7], samtools [8], FeatureCounts [9]/eisaR [10], and clusterProfiler [11]. 

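HISAT2 aligned the read pairs to the genome, samtools handled the alignments, and featureCounts counted the reads that fell on each annotated gene. The package eisaR separates reads on exons from reads on introns, and clusterProfiler tests sets of genes for enrichment. The sample labels describe 12 kidneys, 4 from WT mice on the control diet, 4 from WT mice on the oxalate-rich diet and 4 from *Gsdmd-/-* mice on the oxalate-rich diet. The design text deposited with the series places the sacrifice on day 20, whereas the paper gives day 21. The authors deposited a table of counts per gene and a table of RPKM values, in which counts are scaled by gene length and sequencing depth. Both list the same 56980 genes and the same 36 columns of per-sample values. Of these columns, 8 are named for tubular cells with their genotype and treatment, and 28 carry only a number or a letter with a number. A column was to be used only where its name matched the label of a kidney sample, and 0 of the 36 did. No expression value from either table is therefore reported here.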

The complete dataset is available in the Gene Expression Omnibus (GEO) under accession number GSE279923.

**Histological analysis**

Kidney tissues were embedded in paraffin and sliced into 2 μm. Tubular injury was assessed using the Periodic acid-Schiff (PAS) reagent, and the degree of injury in ten images using a ×20 objective was scored based on the percentage of tubules displaying tubular cell necrosis, dilation, vacuolization, and infiltration of inflammatory cells, using the scoring system as follows: 0 = negative, 1 = 1-20%, 2 = 21-40%, 3 = 41-60%, 4 = 61-80%, 5 = 81-100%. Pizzolato’s staining visualized CaOx crystal deposition, which in ten images using a x20 objective was quantified (% area) with Image J software (National Institutes of health, Bethesda, MD) as described previously [12]. Fibrotic areas were identified by Sirius red staining, and quantification in ten images using a x20 objective was done utilizing Image J software. F4/80+ macrophages (NB600-404, NOVUS Biologicals, Littleton, CO, USA) were identified by immunostaining and analyzed by assessing the positively stained area in ten images using a ×20 objective. CD44 and Annexin II were identified by immunostaining for CD44 and Annexin II (both Abcam, Cambridge, United Kingdom) and positive areas in ten images using a x20 objective. Quantification of the immunostaining was assessed using Image J software. Immunohistochemistry was performed following endogenous peroxidase inhibition and heat-induced antigen retrieval. The sections were then blocked and incubated with primary antibodies including rabbit anti-Gasdermin D (ab219800, Abcam), Rabbit anti-pMLKL (ab196436, Abcam,) and Rabbit anti-mouse Cleaved caspase-3 (#9661, Cell Signaling Technology, Danvers, MA, USA). Diaminobenzidine was used for detection and images were captured using a Leica DMRBE microscope (Leica Microsystems, Wetzlar, Germany). pMLKL-positive area was quantified (% area) in ten images using a x20 objective, and Cleaved caspase-3 positive cells were counted in ten images using a x20 objective. TdT-mediated dUTP-biotin nick end labeling (TUNEL)-positive kidney cell death (11684795910, Roche, Mannheim, Germany) in ten x20 objective images was counted. An observer blinded to the experimental condition performed all assessments.

**RNA Preparation and Real-Time Quantitative PCR**

Total RNA was isolated from kidneys using an RNA extraction kit (12183018, Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. RNA quality was assessed using agarose gels before transcription into cDNA using reverse transciptase (Superscript II; 18064022, Invitrogen). Real-time quantitative PCR was performed using SYBRGreen PCR master mix, analyzed with Light Cycler 480 (Roche, Mannheim, Germany). All gene expression values were normalized using 18s rRNA as a house keeping gene. 

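Dividing by 18s rRNA expresses each mRNA as a ratio to a ribosomal RNA measured in the same preparation, so that kidneys yielding more RNA do not appear to express more of every gene. Because ribosomal RNA is far more abundant than any single mRNA, the ratios are small numbers, and they can be compared between mice for one target but not between targets. The original data supplied with the paper list 85 such ratios for 5 targets (Fig. 2D and Supplementary Fig. S4A, S4B). They run from 6e-08 to 0.00129. The finest last digit among them is 1e-08, which leaves the lowest ratio, 6e-08, with a single significant digit.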

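The 12 primers of Supplementary table S2 were searched for exact matches in the 141767 transcripts of the GENCODE annotation of the mouse genome (build GRCm38), in both orientations. For 5 of the 6 targets both primers matched transcripts of a single gene. The KIM-1 pair lies in Havcr1 (ENSMUSG00000040405), the gene that encodes kidney injury molecule-1, on chromosome 11 from 46778513 to 46778579. It bounds 67 bp of coding sequence within exon 8, so the product has the same length on the chromosome as on the mRNA. The other pairs each span an intron. The TNFα pair bounds 103 bp of coding sequence in exons 1 and 2 of Tnf (ENSMUSG00000024401), which reach from 35201092 to 35201710 on chromosome 17. The TGFβ1 pair bounds 94 bp in exons 5 and 6 of Tgfb1 (ENSMUSG00000002603), from 25697242 to 25704187 on chromosome 7. The CD44 pair bounds 95 bp in exons 1 and 2 of Cd44 (ENSMUSG00000005087), from 102865426 to 102901341 on chromosome 2, and is shared by 9 annotated Cd44 transcripts. The Annexin II pair bounds 110 bp in exons 3 and 4 of Anxa2 (ENSMUSG00000032231), from 69467332 to 69476103 on chromosome 9. In 4 of these 5 pairs (TNFα, TGFβ1, CD44 and Annexin II) the primer listed as forward is complementary to the mRNA and the primer listed as reverse has its sequence, which leaves the product unchanged. For 18s, GCAATTATTCCCCATGAA matched 3 annotated transcripts, of which CT010467.1 is annotated as rRNA. AGGGCCTCACTAAACCAT matched 0 transcripts exactly. It came within 1 mismatch over its 18 bases in CT010467.1 and in Gm42418, each time in the orientation opposite to that of the forward primer. Gm42418 is annotated as a lincRNA and is also matched by the forward primer, and its relation to ribosomal RNA genes was not examined. The search covered annotated transcripts and not the genome. It therefore cannot tell whether this primer matches the genes for 18s rRNA exactly.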

All primers used for amplification were from Metabion (Martinsried, Germany) and are listed in supplementary table 1.

**Measurement of urinary creatinine, albumin, calcium, oxalic acid, and blood urea nitrogen (BUN)**

Urine samples were collected on day 0 and day 20. Urinary creatinine (DiaSys Diagnostic Systems, Holzheim, Germany), urinary albumin (E90-134, Bethyl Laboratories, Montgomery, MD), urinary oxalic acid (MAK179, Siga Aldrich, USA), urinary calcium (MAK022, Sigma Aldrich), and serum BUN (EIABUN, Thermo Fisher Scientific, USA) were measured using commercially available kits. All ELISA and colorimetric assays were performed according to the manufacturer's protocols.

**Isolation of bone marrow cell and differentiation of macrophage**

WT and *Gsdmd^-/-^* mice were sacrificed by cervical dislocation, and femur and tibia bones were isolated. Then, the bones were immersed in 75 % ethanol for 1 min before being stored in PBS. The epiphyses of the bones were removed and a 25-gauge needle was inserted into the bone cavity, and bone marrow cells were harvested by flushing with PBS. Harvested cells were incubated in 0.155 M NH4Cl lysis buffer for 2 min and filtered with 70 μm cell strainer. Then, cells were centrifuged at 300 x g for 5 min and resuspended in L929 conditioned medium (LCCM). The cells were incubated for 7 days and used as bone marrow-derived macrophages (BMDMs).

**Preparation of necrotic cell supernatant**

Ten million primary murine tubular cells were collected in 1 ml of PBS and subjected to 5 cycles of freezing in liquid nitrogen followed by thawing in a water bath. The cells were then centrifuged at 500 x g for 5 min, and the supernatant was collected as the necrotic lysate ‘necrotic soup: NTS’. This necrotic lysate was subsequently utilized in specific assays to assess macrophage responses at a concentration equivalent to that derived from the same number of pTECs.

**Migration assay**

BMDMs were serum-starved by removing FBS for 3 h. Cells were collected, and 2.0 x 10^5^ BMDMs in 200 μ l of DMEM supplemented with 0.1 % FBS were seeded into each Transwell insert (3464, Corning). For the bottom wells, 500 μl of culture medium (either DMEM supplemented with 0.1 % FBS or DMEM supplemented with 0.1 % FBS and NTS) was added. After 5 h of incubation, the cells were fixed with 4 % PFA and stained with 0.1 % crystal violet. Cells remaining on upper surface of the membrane were removed by scrapping with a cotton swab, and images were captured using a Nikon Eclipse Ti2 microscope (NIKON, Tokyo, Japan).

**Scratch Assay**

2.5 x 10^5^ BMDMs in 500 μl LCCM were seeded in 24-well plates and incubated overnight. Scratches were made using pipette tips, and each well was washed twice with PBS. Cells were then incubated with or without indicated reagents in LCCM. Images were captured every 2 h using a Nikon Eclipse Ti2 microscope (NIKON, Tokyo, Japan).

**Phagocytosis assay**

5.0 x 10^5^ BMDMs were seeded into 12-well plates and incubated overnight in LCCM with the indicated reagents. Phagocytosis assay was performed using a Phagocytosis Assay Kit (Cay 50029, Cayman Chemical, Ann Arbor, Michigan, USA), following the manufacturer’s instructions. Briefly, after removing the LCCM, 500 μl of a 1:250 dilution of IgG-coated latex beads in fresh LCCM were added to each well and incubated for 3 h. The wells were washed twice with PBS, and the cells were collected. Flow cytometry was performed using a FACSCalibur (Becton Dickinson, New Jersey, USA), and data were analyzed with FlowJo version 10 software (Tree Star, Ashland, OR, USA).

**Cell cycle analysis and cell count**

For the comparison of proliferation between WT and *Gsdmd^-/-^* macrophages, cell cycle analysis and cell counting were performed. For cell cycle analysis, 5.0 x10^5^ cells were collected and washed with PBS. The cells were resuspended in 300 μl of PBS, and 700 μl of 100 % ethanol were added dropwise to the pellet while vortexing. The BMDMs were fixed for 30 min at 4 °C. Cells were then washed with PBS and centrifuged at 850 x g for 5 min, followed by resuspension in 300 μl of RNase (EN0531, Thermo Fisher Scientific, Waltham, MA, USA). The cells were incubated with PI solution (421301, BioLegend, Fell, Germany) for 30 min at room temperature. Flow cytometry data were acquired on a FACSCalibur (Becton Dickinson) and analyzed using FlowJo version 10 software (Tree Star).

For cell counting, 1.0 x 10^5^ BMDMs were seeded into FACS tubes and 12-well plates (1.0 x 10^5^cells/ well) with LCCM. Baseline cell counts were determined using flow cytometry on a FACSCalibur. After 48 h of incubation, cells in the 12-well plates were collected, and cell numbers were enumerated via FACSCalibur (Becton Dickinson), and analyzed with FlowJo version 10 software (Tree Star). AccuCheck counting beads (PCB100, Thermo Fisher Scientific) were used to determine the absolute cell counts following the manufacturer’s instructions.

**Polarization and characterization of macrophages**

BMDMs were seeded in 12-well plates and incubated overnight in LCCM with indicated reagents.

After incubation, cells were stained with FITC anti-mouse CD80 antibody (104705, BioLegend) and APC anti-mouse CD192 (CCR2) antibody (150627, BioLegend).

M1-like macrophages were defined as the expression of both CD80 and CCR2, and quantified via Flow cytometry on a FACSCalibur (Becton Dickinson). The data were analyzed with FlowJo version 10 software (Tree Star).

To assess pro-inflammatory characteristics with enzyme-linked immunosorbent assay (ELISA), cell supernatants were collected and centrifuged to remove dead cells. The supernatants were analyzed using mouse IL-6 and TNFα-specific ELISA kits (88-7324-22, 88-7064-22, Fisher Scientific, Germany, respectively) according to manufacturer’s instructions.

**Isolation of primary renal tubular cells (pTECs) from murine kidney**

pTECs were isolated as previously described [13, 14]. In brief, kidneys from 3 to 4-week-old mice were homogenized and incubated with collagenase D (1.5 mg/mL) for 30 min at 37 °C. The digested tissue was passed through 20- and 25-gauge needles, and filtered through a 70 μm strainer. Red blood cells were lysed using 0.155 M NH4Cl lysis buffer. The cell suspension was layered onto 31 % Percoll solution and then centrifuged at 1600 x g for 15 min at 4 °C. The cells were resuspended and cultured with predefined K1 medium.

**Cell death detection assay for BMDMs and pTECs**

BMDMs and pTECs were seeded into 96-well plates in LCCM at densities of 5.0 x 10^4^ cells/ well and 1.0 x 10^4^ cells/ well, respectively, and incubated overnight. Cells were treated with CaOx with or without preincubation of the indicated reagents. To assess the cytotoxicity of CaOx crystals, cells were incubated with 1mg/ml CaOx solution for 24 h. Preincubation with Nec-1s or GSK872 for 1 h was conducted to evaluate their inhibitory effects on CaOx-induced cytotoxicity. For cytotoxicity assessment, cell-free supernatants were collected at 24 h, and lactate dehydrogenase (LDH) release was measured using LDH assay kit (11644793001, Roche, Mannheim, Germany) according to the manufacturer’s instructions.

For SYTOX green (SG) stainings, BMDMs and pTECs were seeded into 96-well plates (1.25 x 10^4^ cells/ well) and incubated with 1 mg/ml CaOx solution for 4 h. The cells were stained with SG (0.5 μM, BioLegend), and images were obtained using a Nikon Eclipse Ti2 microscope (NIKON, Tokyo, Japan). The SG-positive cells in each well were defined as dead cells, and quantified using NIS-Elements Viewer software (NIKON).

**BMDMs and pTECs stimulation for inflammasome assays**

To assess inflammasome activation, BMDMs or pTECs were seeded in 96-well plates at densities of 5.0 x 10^4^ cells/well and 1.0 x 10^5^ cells/well, respectively. After overnight incubation, the culture media were replaced with fresh LCCM for BMDMs and fresh K1 medium for pTECs. The cells were then treated with 50 μg/ml nigericin following 3 h-preincubation of 1 μg/ml LPS for priming. After the incubation, cell-free supernatants were harvested at different time points (0.5 h, 1 h, 3 h, and 24 h) for IL-1β enzyme-linked immunosorbent assay (ELISA) (Invitrogen) and LDH assay (Roche).

**Supplementary tables**

**Supplementary table S1. Upregulated pyroptosis-related genes in kidney of *Gsdmd^-/-^* mice fed an oxalate-rich diet**

| **Gene name** | **Log2 fold change** | **Adjusted P value** |
| --- | --- | --- |
| Casp1 | 1.839 | 8.528E-6 |
| Il-1b | 2.105 | 2.811E-4 |
| Nlrp3 | 1.286 | 3.331E-4 |
| Gsdmd | 1.180 | 1.592E-6 |

**Supplementary table S2. Murine primer sequences**

| **Target** | **Primer sequences** |
| --- | --- |
| 18s | Forward: 5’-GCAATTATTCCCCATGAA-3’ |
|  | Reverse: 5’-AGGGCCTCACTAAACCAT-3’ |
| KIM-1 | Forward: 5’-TGGTTGCCTTCCGTGTCT-3’ |
|  | Reverse: 5’-TCAGCTCGGGAATGCACA-3’ |
| TNFα | Forward: 5’-AGGGTCTGGGCCATAGAACT-3’ |
|  | Reverse: 5’-CCACCACGCTCTTCTGTCTA-3’ |
| TGFβ1 | Forward:5’-CAACCCAGGTCCTTCCTAAA-3’ |
|  | Reverse: 5’-GGAGAGCCCTGGATACCAAC-3’ |
| CD44 | Forward: 5’-AGCGGCAGGTTACATTCAAA-3’ |
|  | Reverse: 5’-CAAGTTTTGGTGGCACACAG-3’ |
| Annexin II | Forward: 5’-GCACATTGCTGCGGTTTGTCAG-3’ |
|  | Reverse: 5’-CACCAACTTCGATGCTGAGAGG-3’ |

**Supplementary figures**

**
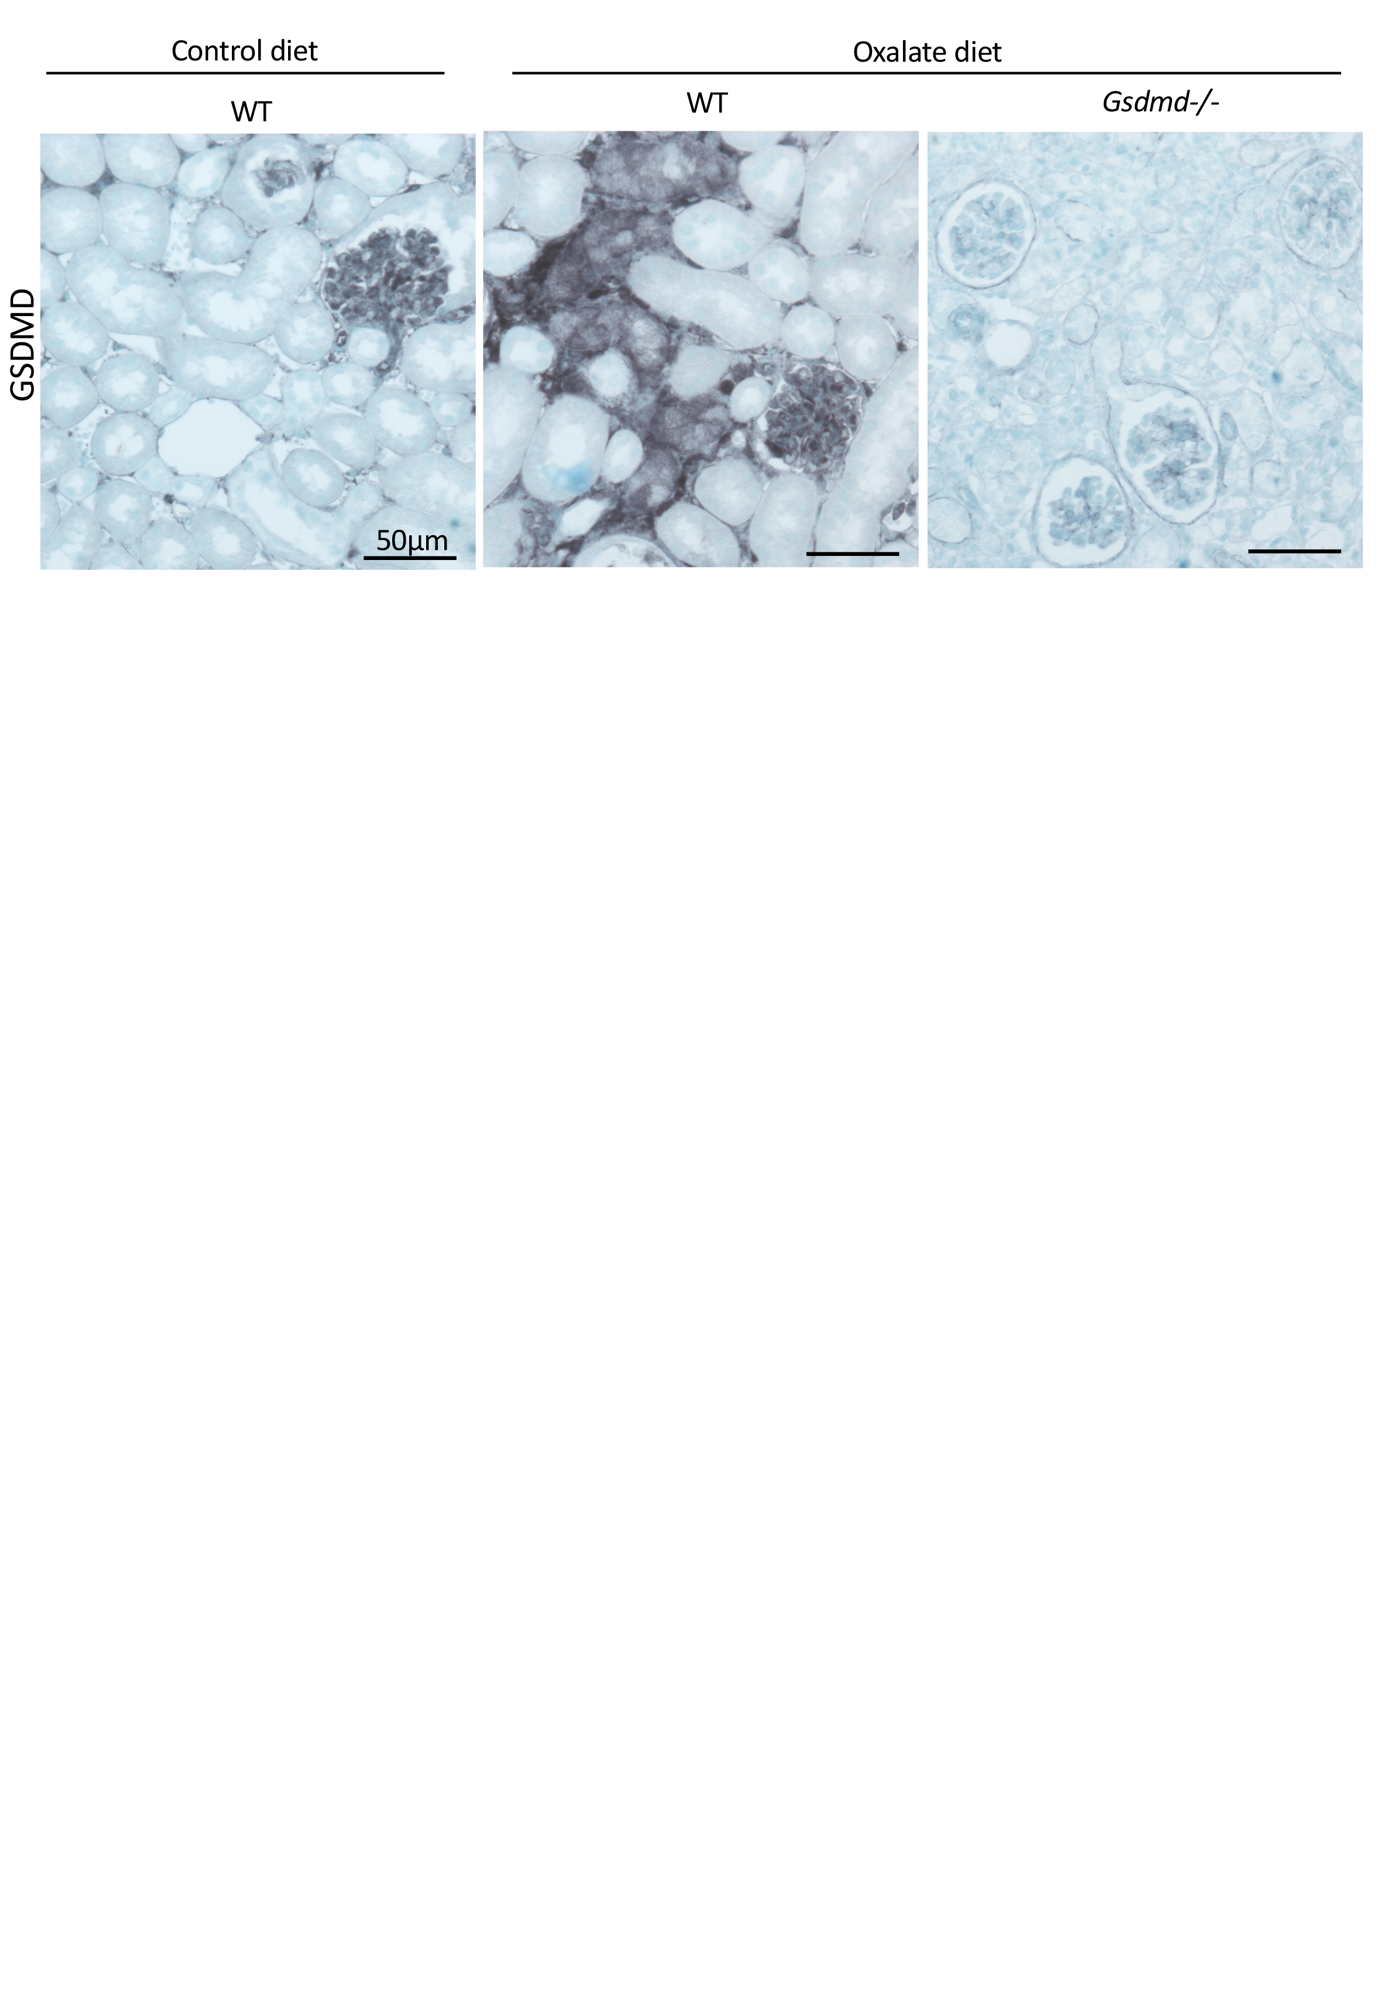
**

**Supplementary figure S1.** Representative high-magnification images of Gsdmd staining in the kidneys of WT mice fed a control diet, and of WT and *Gsdmd^-/-^* mice fed an oxalate-rich diet.

**
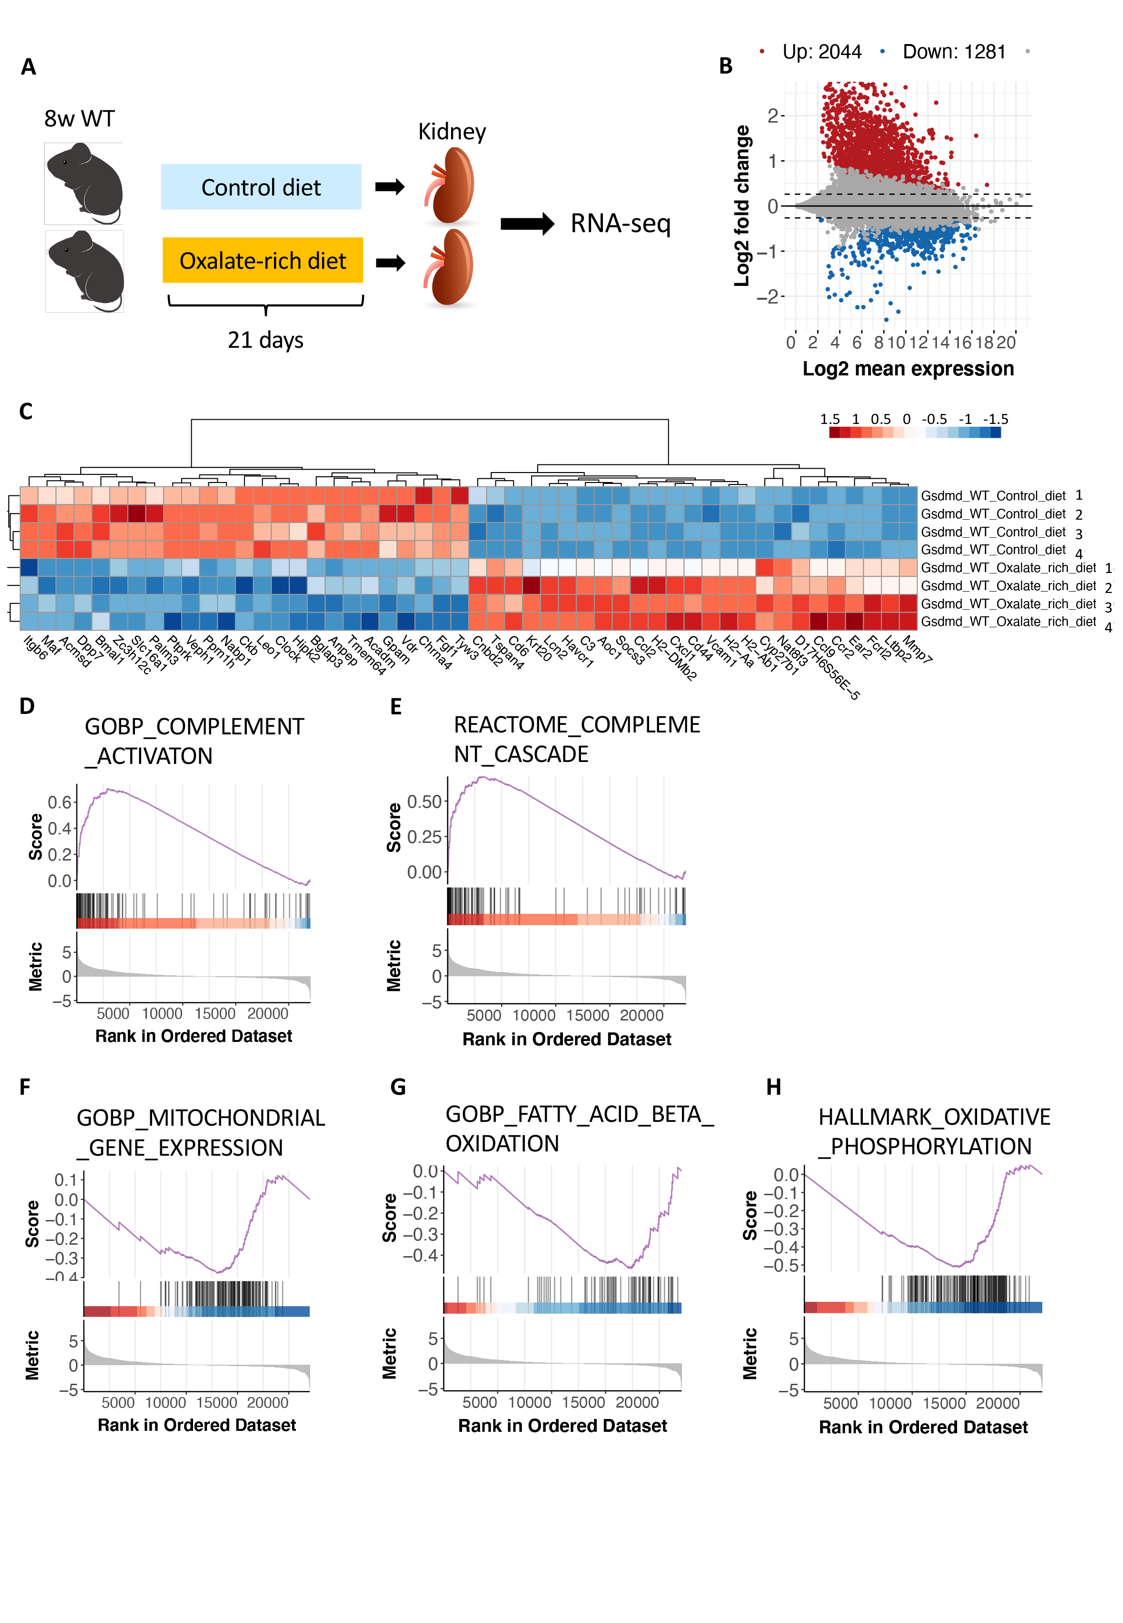
**

**Supplementary figure S2. Bulk RNA sequencing analysis revealed that gene sets related to leukocytes migration, mitochondrial function, and complement pathways are upregulated in a chronic oxalate nephropathy mice model.** (A) Illustration of the study design. Eight-week-old C57BL/6N mice received control diet or oxalate rich diet for 21 days. The mice were sacrificed on day 21 and analyzed for RNA sequencing. (n = 4 mice/group) (B) An MA plot illustrating the shrink log2 fold change between the kidneys of WT mice fed a control-diet and those fed an oxalate-rich diet. (C) A heatmap presenting the biological replicates of the top differentially expressed genes between the kidneys of WT mice fed a control diet and those fed an oxalate-rich diet. The heatmap and dendrogram display the z-scores of normalized counts for these genes. (D-H) Representative enrichment plots from GSEA analysis based on the gene enrichment profiles of WT mice fed an oxalate-rich diet versus those fed a control diet. The plots highlight the enrichment of transcriptional signatures related to complement pathways and mitochondrial function.

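An MA plot sets the log2 fold change of each gene against its mean expression over all libraries, so that genes with few reads stand on the left and genes with many reads on the right. Shrinkage pulls the fold change of a gene toward no change where few reads or a wide spread between replicates leave it poorly determined. The plotted values are therefore more cautious than plain ratios, mainly for genes with few reads.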

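A z-score takes the normalized count of a gene in one kidney, subtracts the mean of that gene over the kidneys shown and divides by its standard deviation. The colours of a heatmap of z-scores thus compare kidneys within a gene and not the abundance of different genes. The dendrogram joins kidneys and genes by the similarity of these scores.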

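In gene set enrichment analysis all genes are ranked by their difference between the groups, and a running score rises at each member of the gene set and falls at each other gene. The largest deviation of that curve, upward or downward, is the enrichment score. It is compared with scores from permutations, and the method needs no threshold for single genes. The gene sets were not tested again here, since no column of the deposited tables was matched to a kidney.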

**
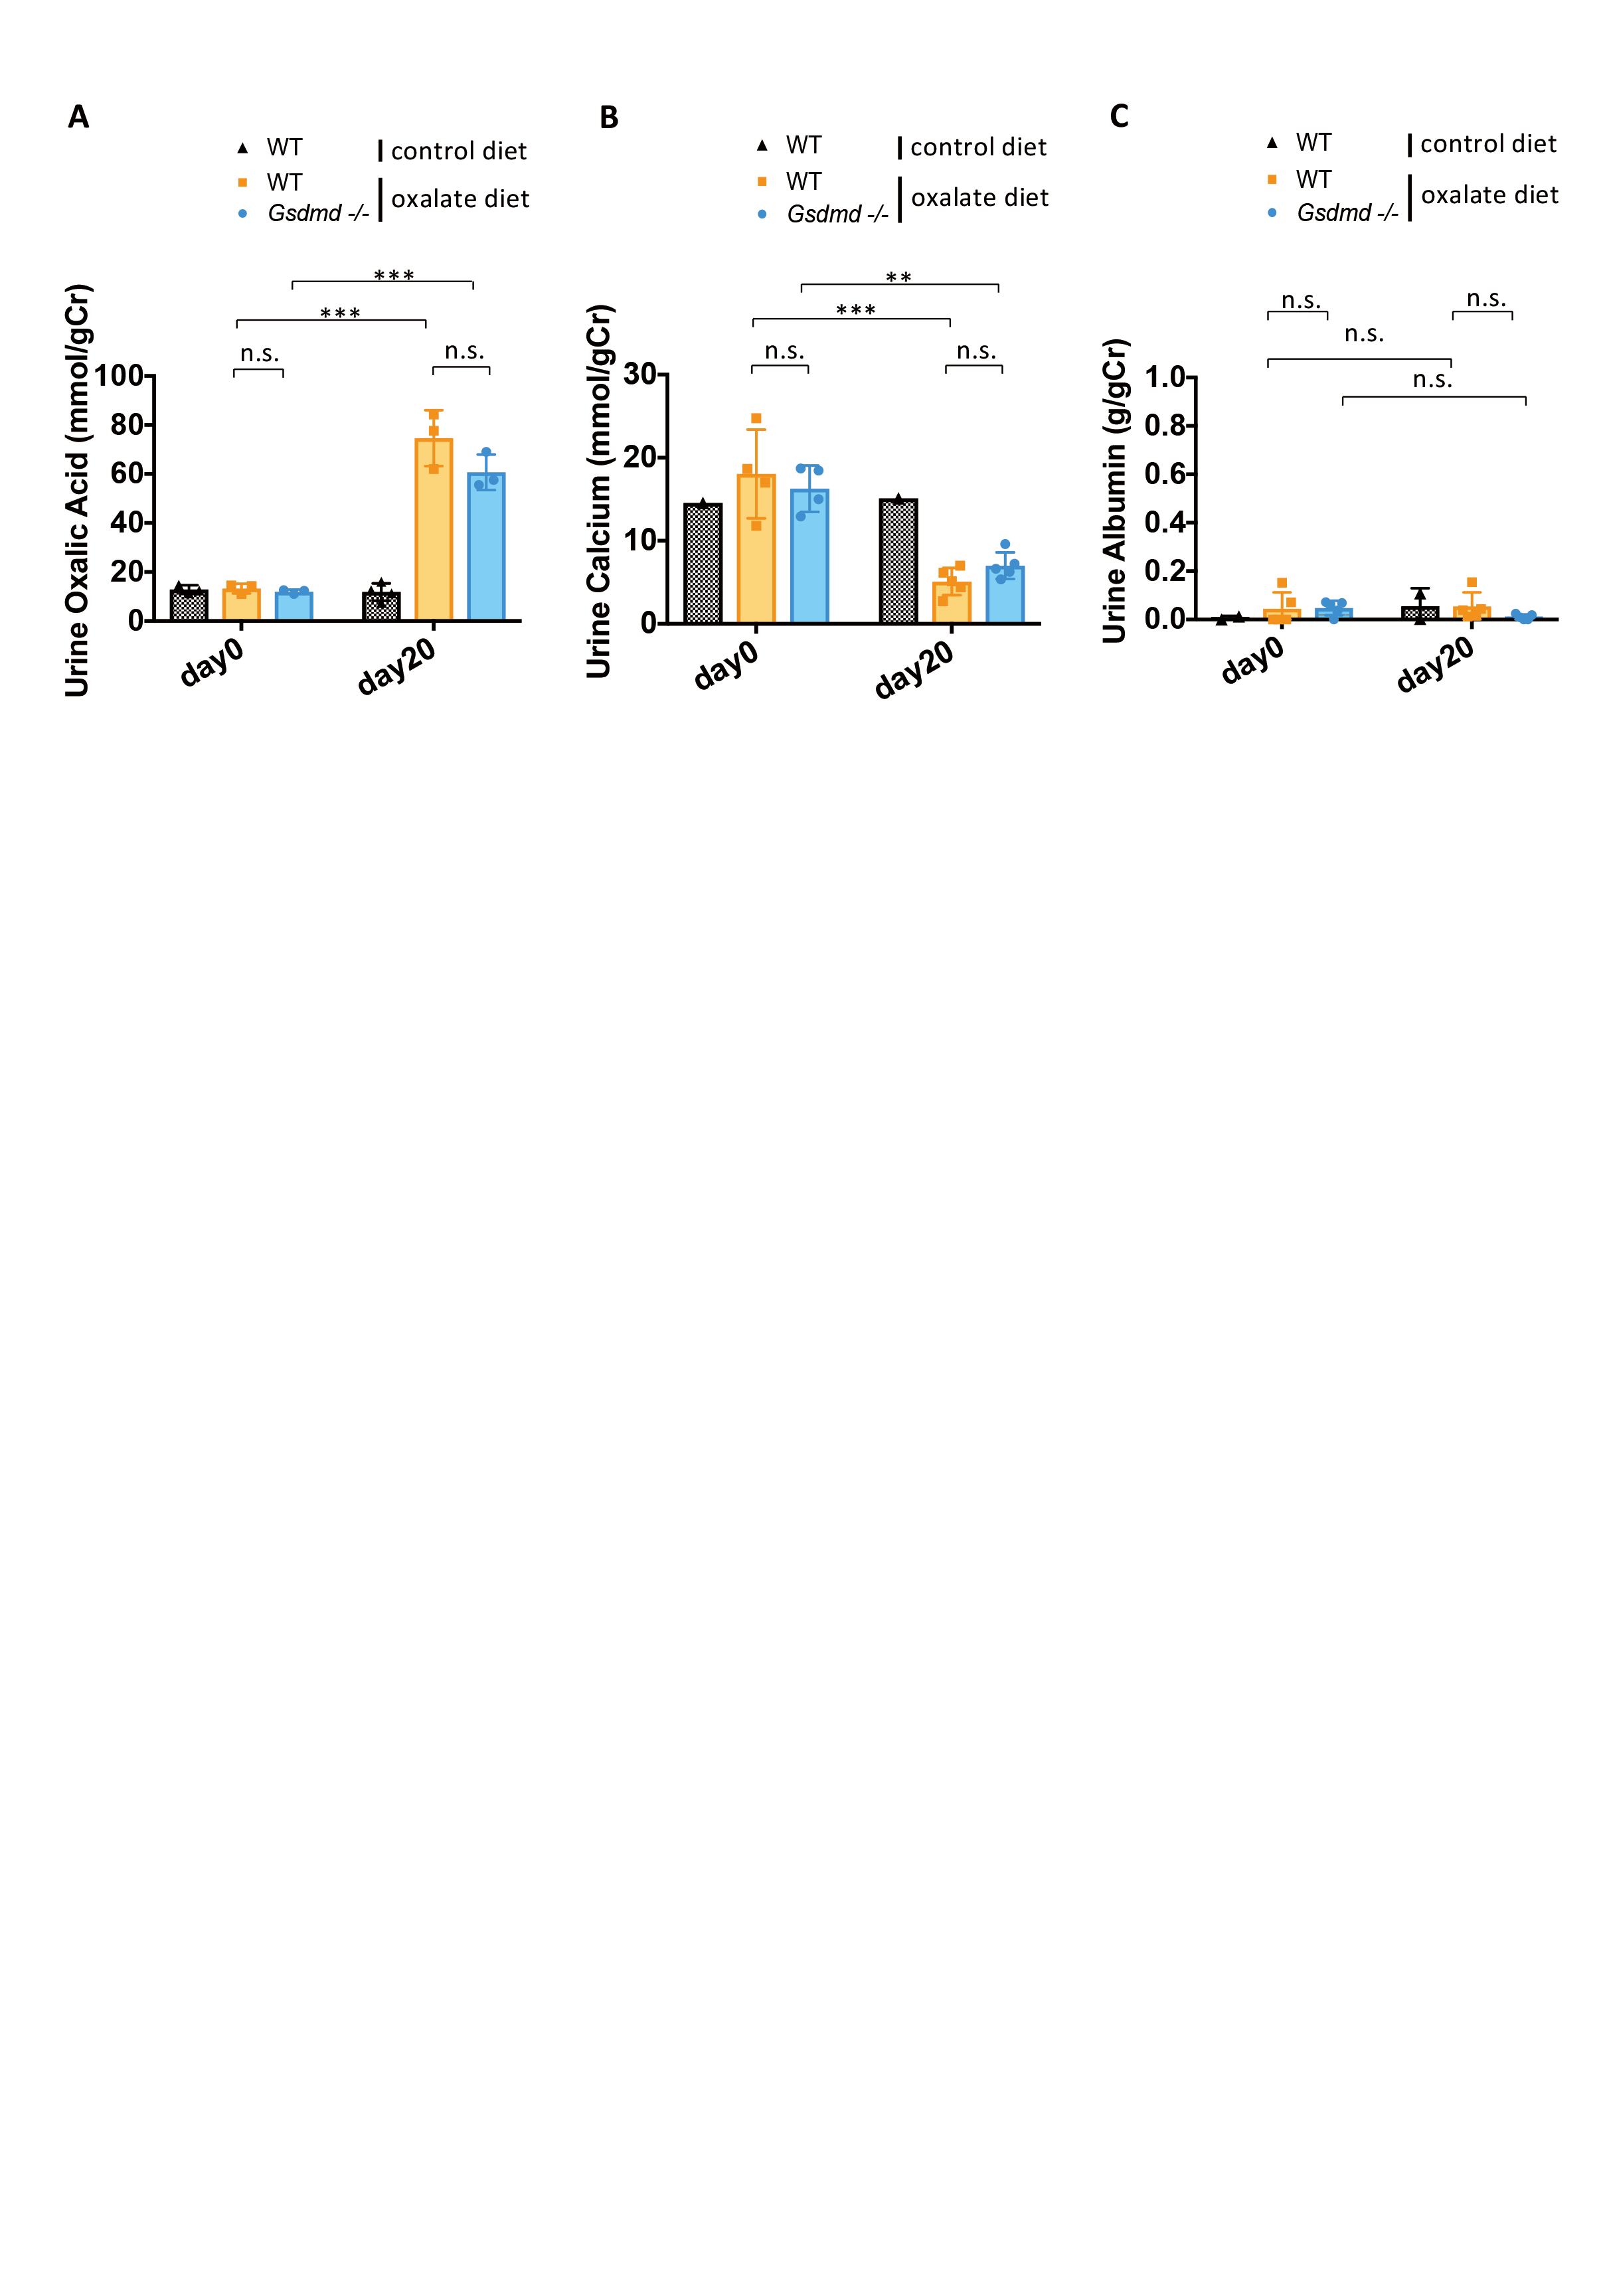
**

**Supplementary figure S3. Urinary analysis results consistent with CaOx crystal-induced chronic nephropathy. (A)** Urinary concentrations of oxalic acid were measured at baseline and on day 20 in WT mice fed a control diet, and in WT and *Gsdmd^-/-^* mice fed an oxalate-rich diet. **(B)** Urinary concentration of calcium at baseline and on day 20 in WT mice fed a control diet, and in WT and *Gsdmd^-/-^* mice fed an oxalate-rich diet. (C) Urine albumin-to-creatinine ratio (ACR) at baseline and on day 20 in WT mice fed a control diet, and in WT and *Gsdmd^-/-^* mice fed an oxalate-rich diet. Data are presented as mean ± SD. P values are calculated using two-way ANOVA with Bonferroni’s multiple comparisons test. n.s., not significant; **P < 0.01, ***P < 0.001

**
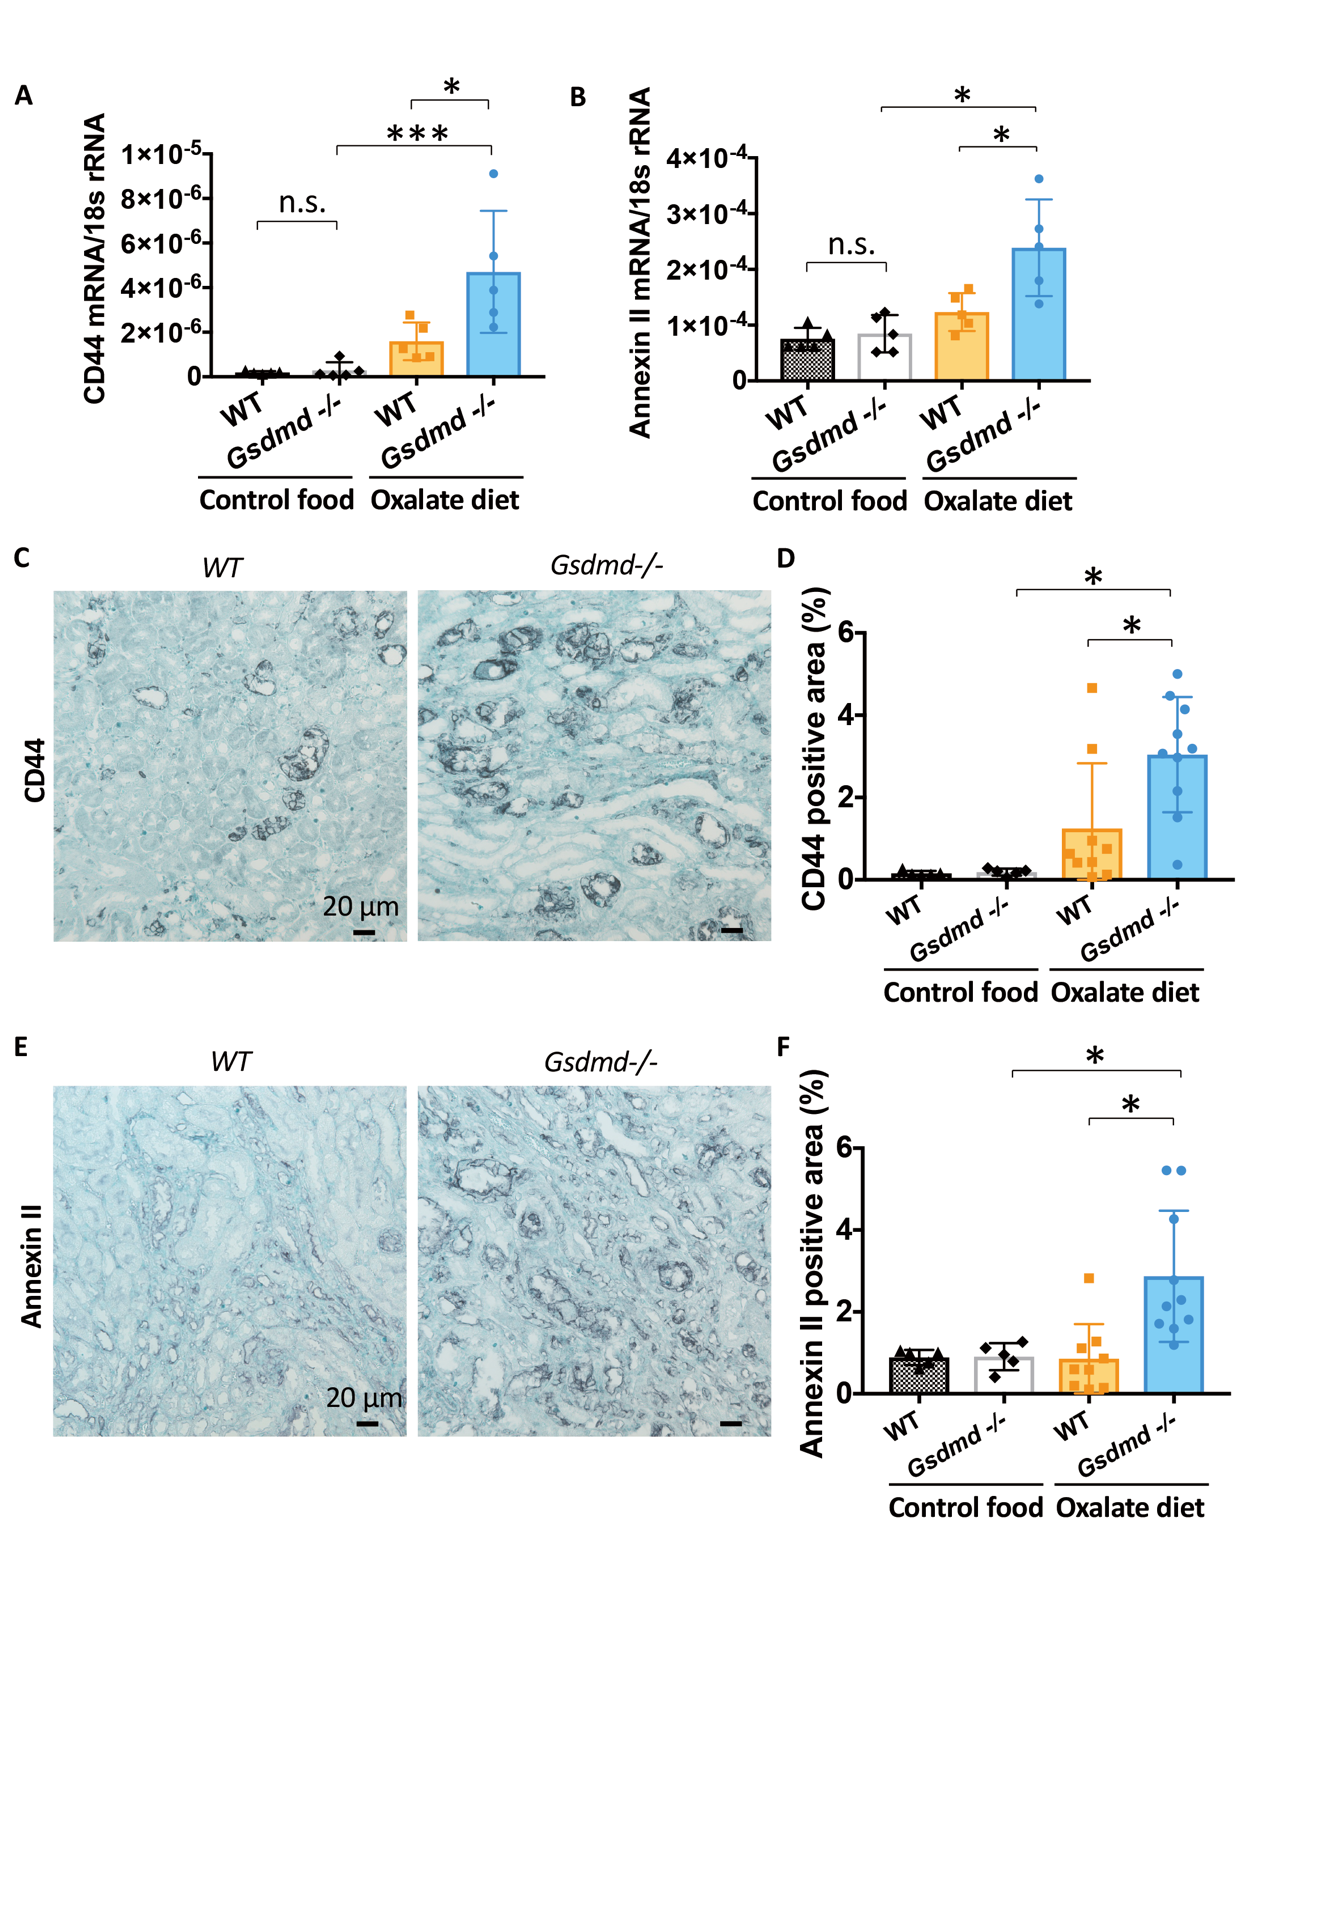
**

**Supplementary figure S4. The expression of crystal-binding molecules CD44 and Annexin II escalated in the kidneys of *Gsdmd^-/-^* mice compared to their WT counterparts.** (A) mRNA expression of CD44 in kidney RNA isolates from WT and *Gsdmd^-/-^* mice fed an oxalated-rich diet. (B) mRNA expression of Annexin II in kidney RNA isolates from WT and *Gsdmd^-/-^* mice fed an oxalated-rich diet. (C) Representative images of CD44 staining in the kidneys of WT and *Gsdmd^-/-^* mice fed an oxalated-rich diet. (D) Quantification of CD44-positive areas. (E) Representative images of Annexin II staining in the kidneys of WT and *Gsdmd^-/-^* mice treated with an oxalated-rich diet. (F) Quantification of Annexin II-positive areas. Data are presented as mean ± SD. P values are calculated using one-way ANOVA with Turkey’s post-hoc test. n.s., not significant; *P < 0.05, ***P < 0.001

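The original data supplied with the paper list ratios of mRNA to 18s rRNA for both molecules, with 5 in each of 4 groups. The mice are not named, and each ratio is taken here as a separate mouse. For CD44 the ratio was 1.59e-06 ± 8.48e-07 (SD, n = 5) in WT mice on the oxalate-rich diet and 4.71e-06 ± 2.74e-06 (SD, n = 5) in *Gsdmd-/-* mice on that diet, a 2.96-fold difference in means. Of the 5 *Gsdmd-/-* mice, 4 lay above every WT mouse. A two-sided exact permutation test of the difference in means gave p = 0.0159, or 0.0247 after Benjamini-Hochberg adjustment over the 14 comparisons made on these original data. On the control diet, CD44 was 1.92e-07 ± 6.34e-08 (SD, n = 5) in WT and 2.88e-07 ± 3.66e-07 (SD, n = 5) in *Gsdmd-/-* mice. This difference gave p = 0.905 in the exact permutation test. A single *Gsdmd-/-* mouse at 9.3e-07 decides its direction, since without it the *Gsdmd-/-* mean was 0.664 times the WT mean. For Annexin II the ratio was 0.000124 ± 3.42e-05 (SD, n = 5) in WT and 0.000239 ± 8.66e-05 (SD, n = 5) in *Gsdmd-/-* mice on the oxalate-rich diet, a 1.93-fold difference (exact permutation test, p = 0.0238, adjusted p = 0.0333), and again 4 of the 5 *Gsdmd-/-* mice lay above every WT mouse. On the control diet it was 7.54e-05 ± 1.99e-05 (SD, n = 5) in WT and 8.48e-05 ± 3.35e-05 (SD, n = 5) in *Gsdmd-/-* mice (exact permutation test, p = 0.635). With each mouse left out in turn, the comparison of genotypes on the oxalate-rich diet gave p from 0.00794 to 0.0556 for either molecule, and it exceeded 0.05 in 3 of the 10 fits for each. The smallest p that 5 mice against 5 allow is 0.00794.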

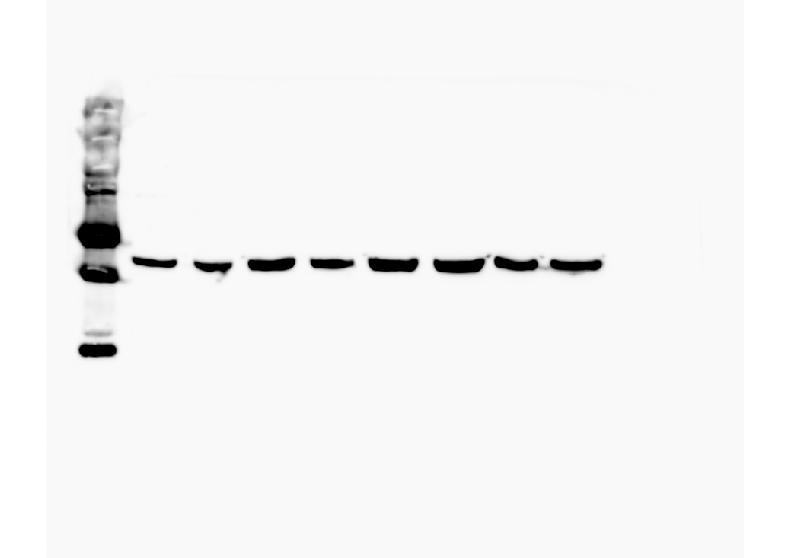

β actin

RIPK3

MLKL

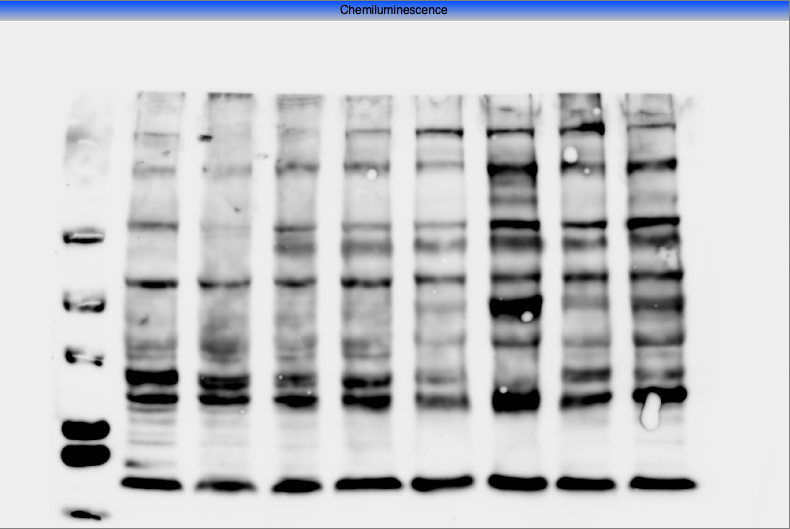

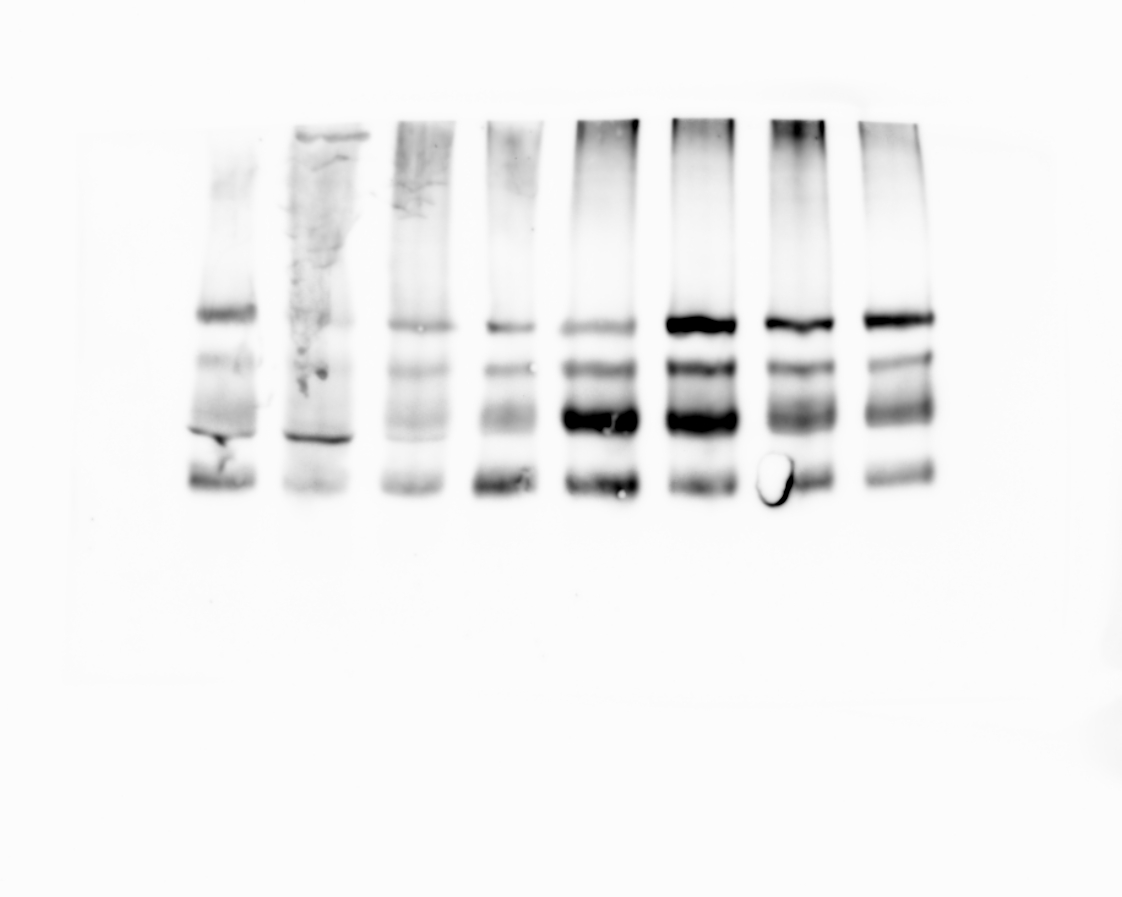

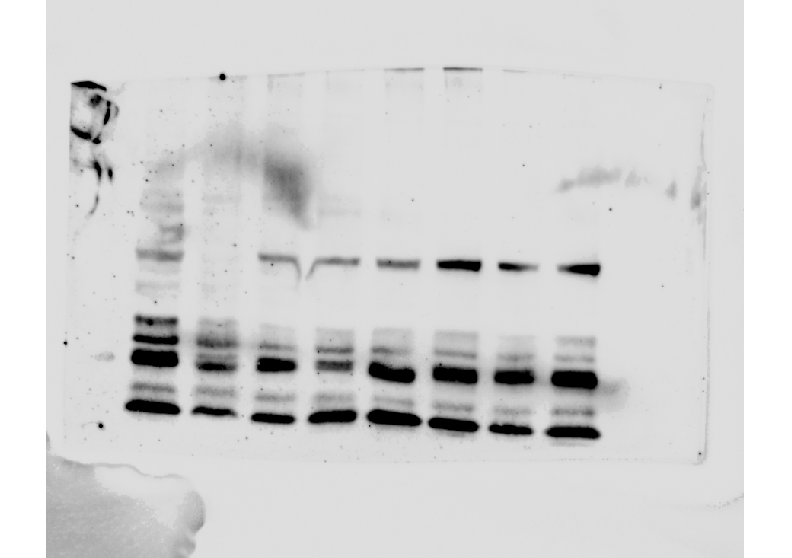

RIPK1

Oxalate diet

Control diet

*Gsdmd -/-*

*WT*

*Gsdmd -/-*

**kDa**

*WT*

- 42

- 57

- 54

- 78

**Supplementary figure S5.**

Immunoblot analysis of RIPK1, RIPK3, and MLKL in the kidneys of oxalate-rich diet treated WT and *Gsdmd^-/-^* mice. β-actin was used as a loading control.

**
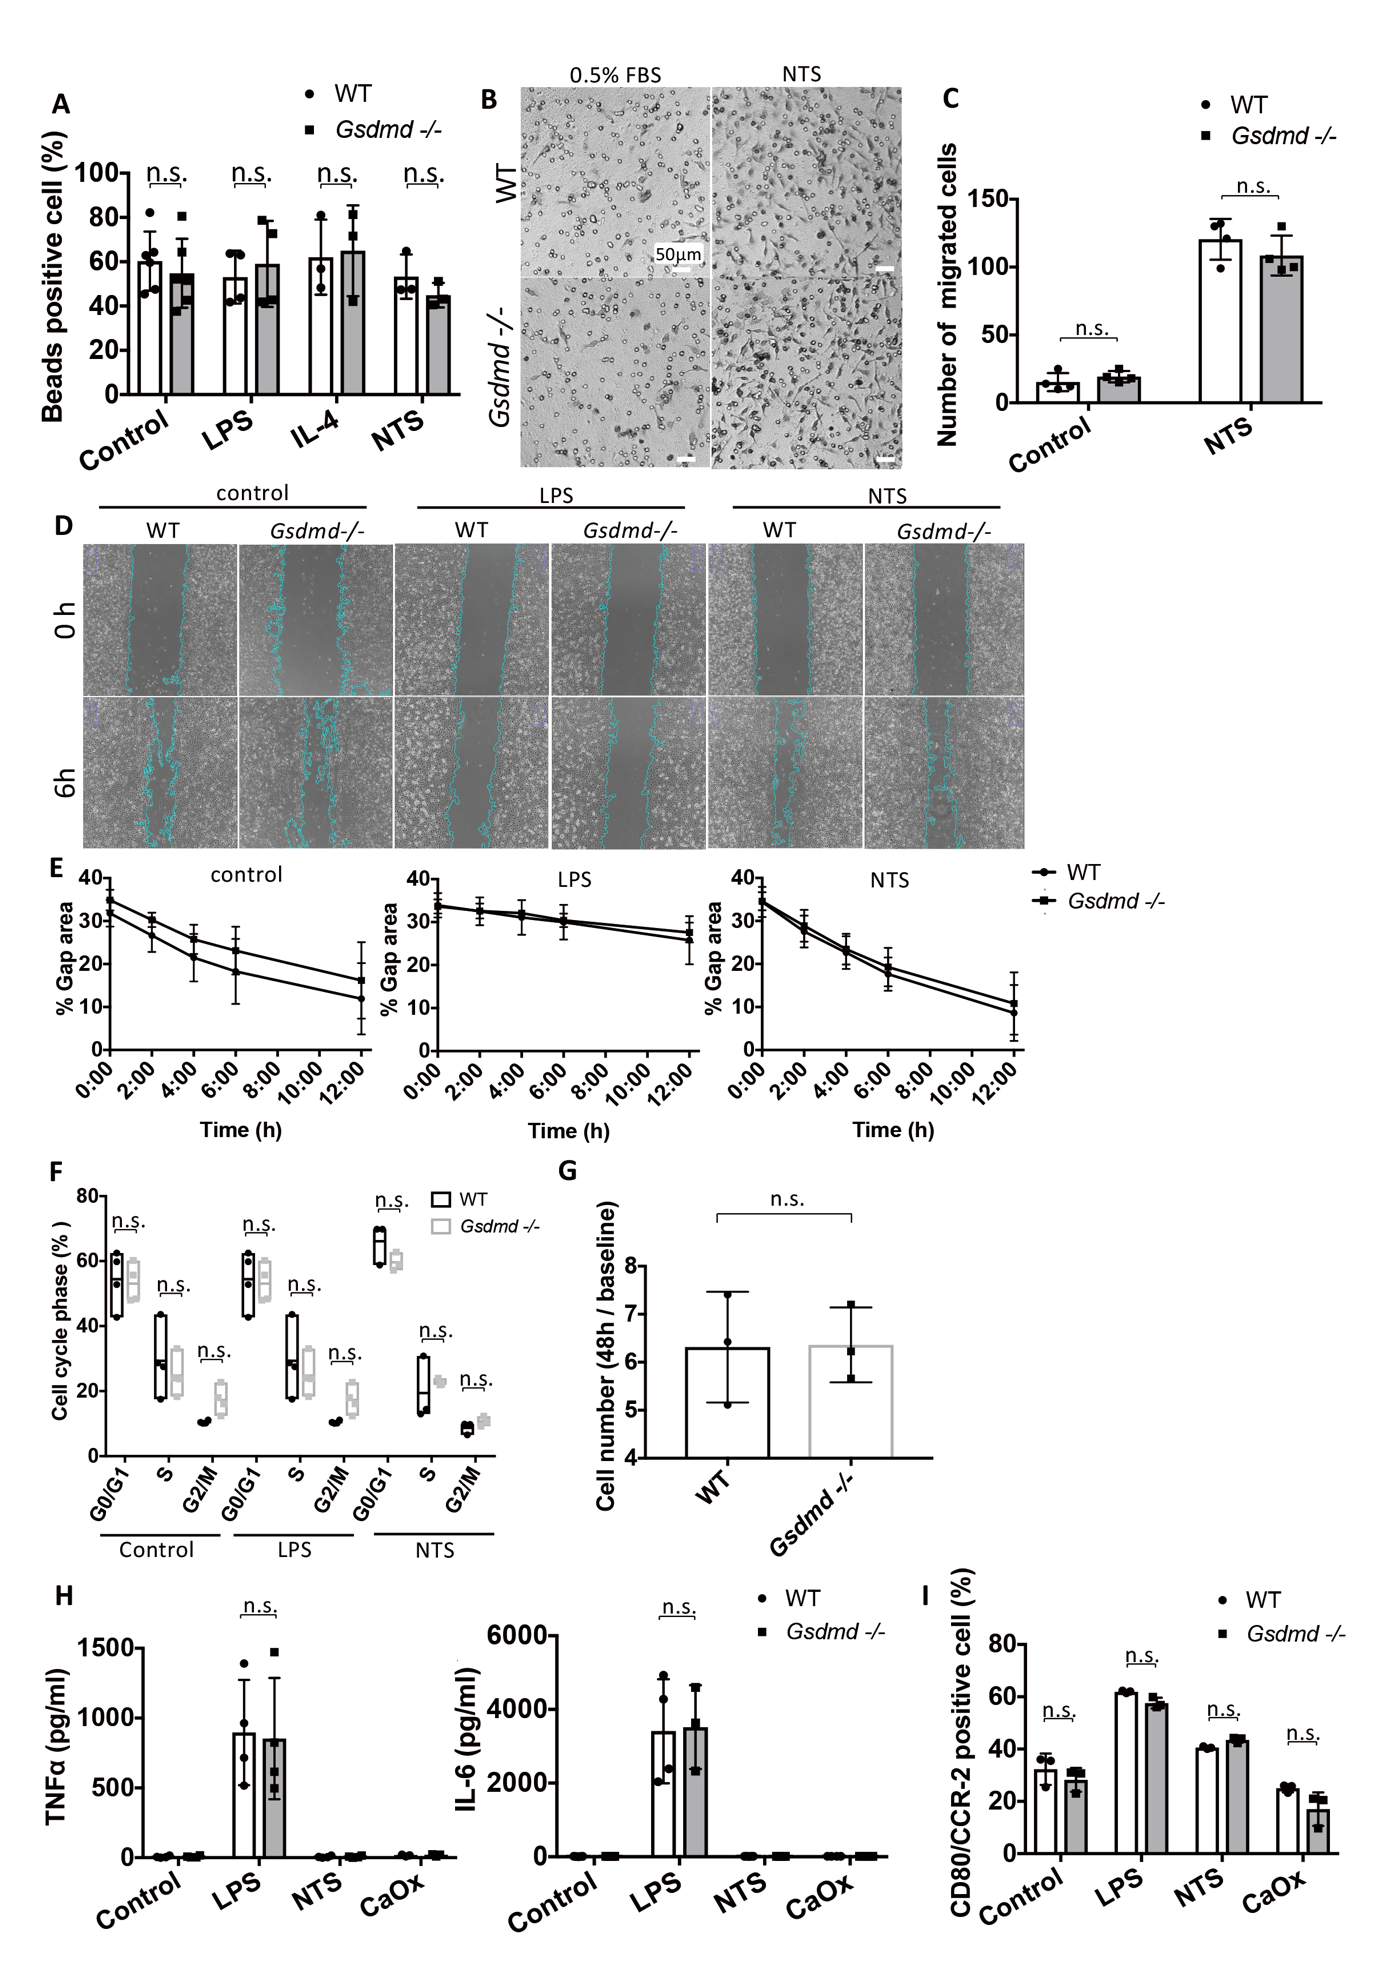
**

**Supplementary figure S6. No significant differences were observed in the functional and proliferative abilities, as well as inflammatory responses, between BMDMs from WT and *Gsdmd^-/-^* mice.** (A) Phagocytosis ability of BMDMs from WT mice and *Gsdmd^-/-^* mice. (B) Representative brightfield images of cell migration 6 h after incubation with 0.5% FCS or necrotic soup [15], assessed by the Transwell assay. (C) Quantification of migrated BMDMs. (D) Representative bright field images showing cell migration at 0 and 6 h after treatment with LPS or necrotic soup [15] in the scratch assay. (E) Quantification of gap areas, which indicates migration of BMDMs in in the scratch assay. (F) Distribution of cell cycle phase in BMDMs 24 h after treatment with LPS or NTS. (G) Ratio of the number of BMDMs counted at baseline and 48 h, as assessed by flow cytometry. (H) Concentrations of TNFα and IL-6 in cell-free supernatants 24 h after treatment with LPS, NTS, or CaOx crystals, measuring using ELISA. (I) Percentage of M1 marker-positive macrophages (CD80+ CCR2+) after stimulation with LPS, NTS, and CaOx crystals, as determined by flow cytometry. Data are presented as mean ± SE from at least 3 independent experiments. P values are calculated using Mann-Whitney U test. n.s., not significant

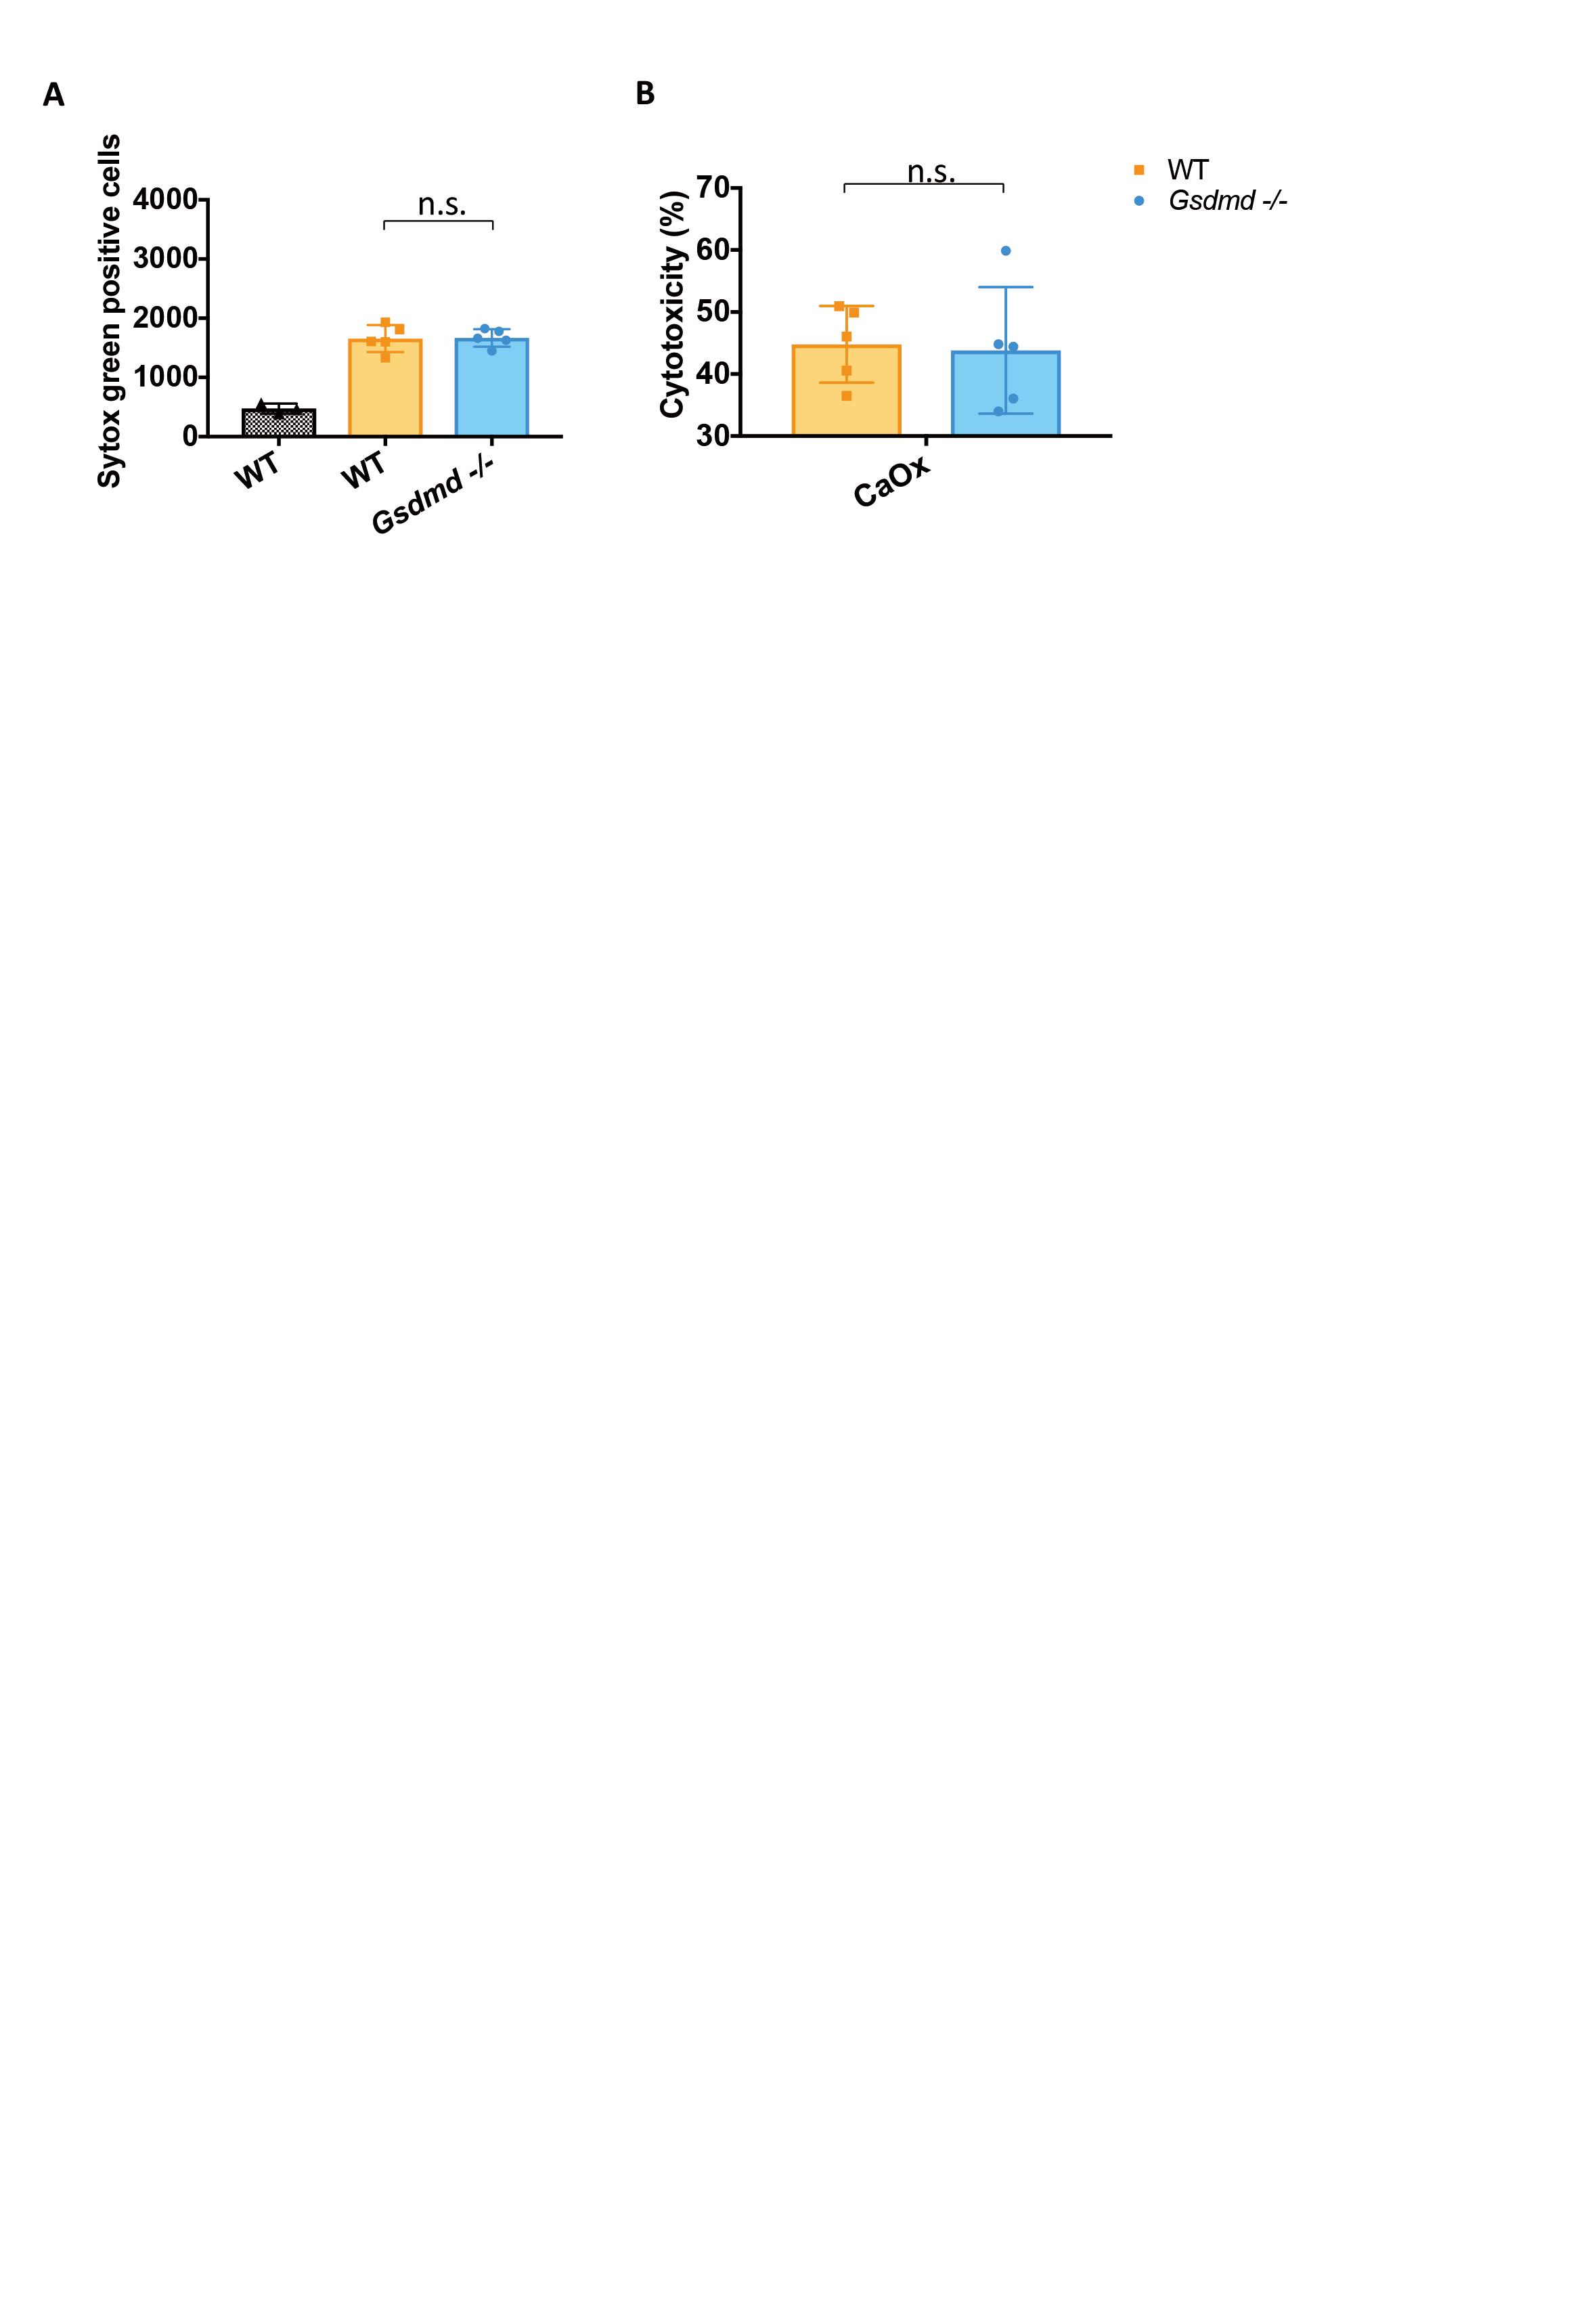

**Supplementary figure S7. The extent of CaOx-induced cell injury was comparable between Gsdmd-/- and WT mouse tubular cells.** (A) Quantification of SG-positive cells at 4 h after stimulation with CaOx crystals. (B) TECs were stimulated with 1 000 μg/ml CaOx crystals for 18 h, and cell-free supernatants were collected for LDH assay. Data are presented as mean ± SE from at least 3 independent experiments. P values are calculated using one-way ANOVA with Turkey’s post-hoc test (A) or Mann-Whitney U test (B). n.s., not significant

**
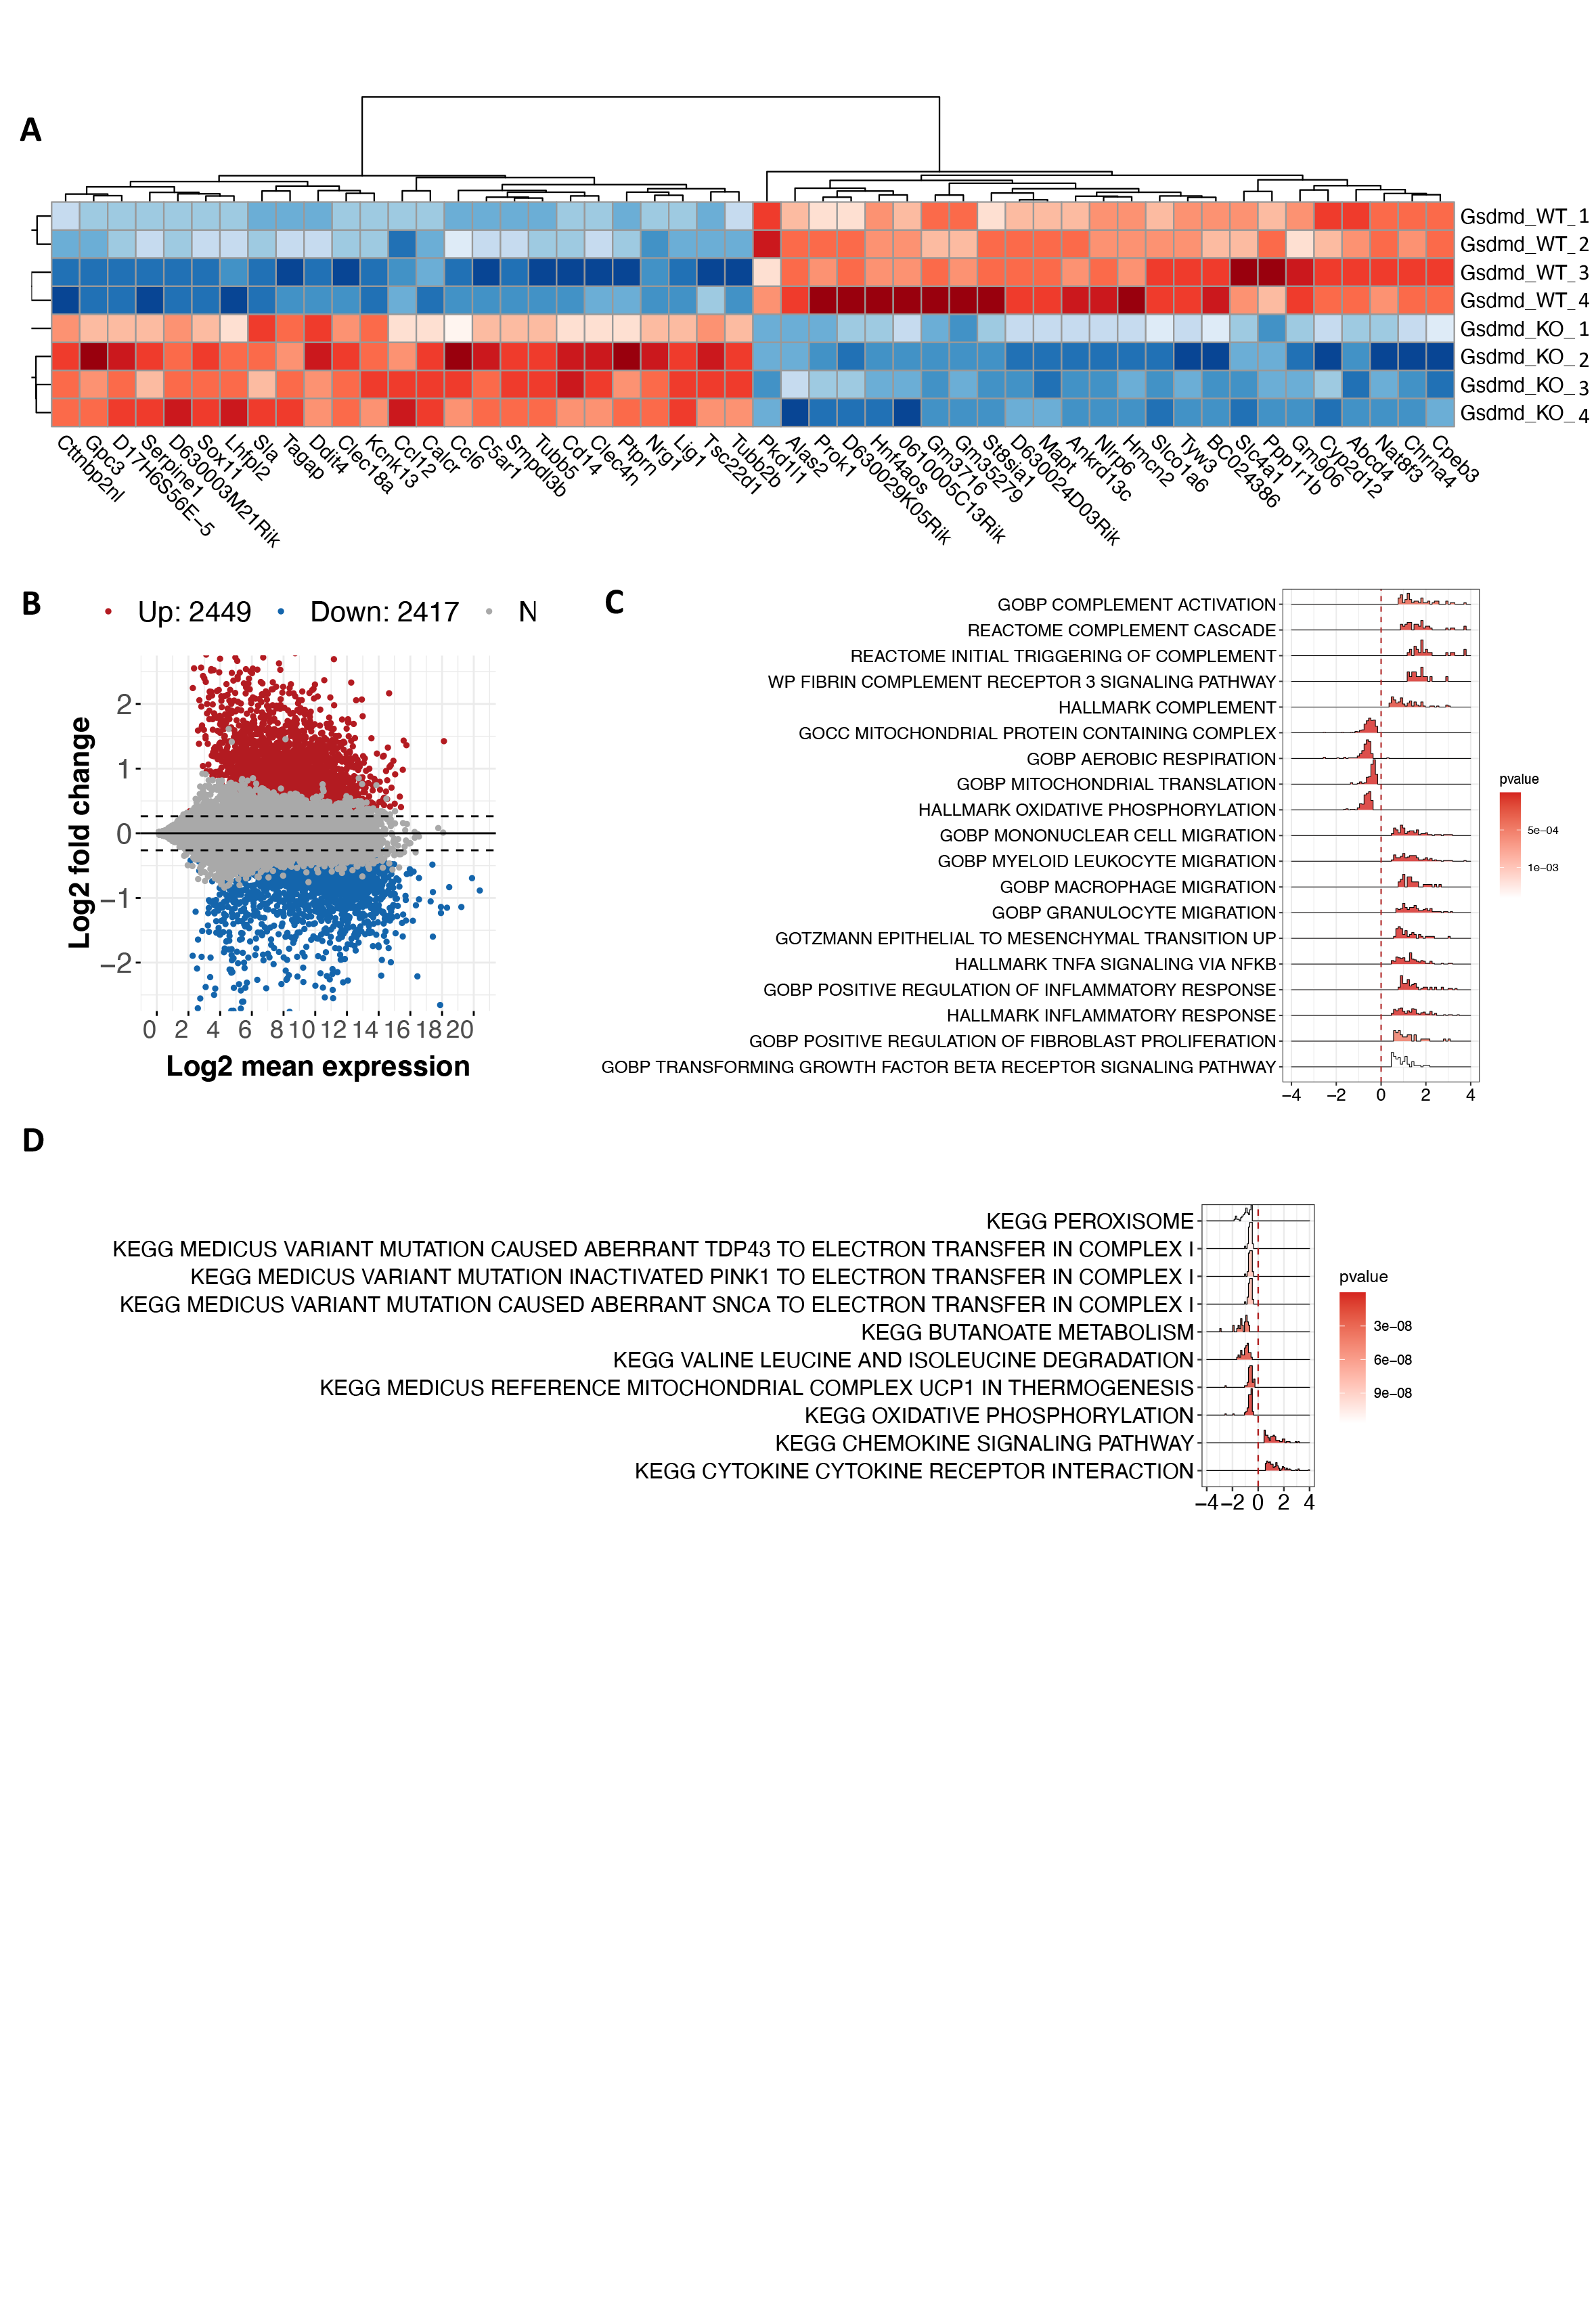
**

**Supplementary figure S8. Comprehensive gene expression analysis revealed that gene sets related to leukocytes migration, mitochondrial function, and complement pathways are differentially expressed between *Gsdmd^-/-^* and WT mice in chronic oxalate nephropathy.** (A) An MA plot was created to display the shrink log2 fold change between the kidneys of *Gsdmd^-/-^* and WT mice fed an Oxalate-rich diet. Genes found to be significantly different in expression, as indicated by an adjusted p-value, are labeled either in red or blue. (B) A heatmap presenting the biological replicates of the top differentially expressed genes between the kidneys of *Gsdmd^-/-^* and WT mice fed an Oxalate-rich diet. The heatmap and dendrogram display the z-scores of normalized counts for these genes. (C) Density ridge plots show gene expression distribution of core-enriched genes in enriched gene sets, with gradient color indicating adjusted p-values using the Benjamini-Hochberg method. (D) Top 10 enriched pathways from KEGG pathway analysis.

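Gene set enrichment analysis calls the members of a set that bring its running score to its extreme the core-enriched genes. They are the members ranked before the peak where the score is positive, and those ranked after the trough where it is negative. A ridge plot draws the distribution of the values by which these genes were ranked as a curve for each set, so that a curve to one side of no change stands for a set whose core genes moved in one direction. The colour gives the p-value of the set after correction for the number of sets tested.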

**Supplementary References**

1. Kirita Y, Wu H, Uchimura K, Wilson PC, Humphreys BD. Cell profiling of mouse acute kidney injury reveals conserved cellular responses to injury. Proc Natl Acad Sci U S A. 2020;117(27):15874-83.

2. Wolf FA, Angerer P, Theis FJ. SCANPY: large-scale single-cell gene expression data analysis. Genome Biol. 2018;19(1):15.

3. Lun AT, McCarthy DJ, Marioni JC. A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. F1000Res. 2016;5:2122.

4. Korsunsky I, Millard N, Fan J, Slowikowski K, Zhang F, Wei K, et al. Fast, sensitive and accurate integration of single-cell data with Harmony. Nat Methods. 2019;16(12):1289-96.

5. Satija R, Farrell JA, Gennert D, Schier AF, Regev A. Spatial reconstruction of single-cell gene expression data. Nat Biotechnol. 2015;33(5):495-502.

6. Wolf FA, Hamey FK, Plass M, Solana J, Dahlin JS, Gottgens B, et al. PAGA: graph abstraction reconciles clustering with trajectory inference through a topology preserving map of single cells. Genome Biol. 2019;20(1):59.

7. Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37(8):907-15.

8. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics (Oxford, England). 2009;25(16):2078-9.

9. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics (Oxford, England). 2014;30(7):923-30.

10. Gaidatzis D, Burger L, Florescu M, Stadler MB. Analysis of intronic and exonic reads in RNA-seq data characterizes transcriptional and post-transcriptional regulation. Nat Biotechnol. 2015;33(7):722-9.

11. Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 2012;16(5):284-7.

12. Mulay SR, Eberhard JN, Pfann V, Marschner JA, Darisipudi MN, Daniel C, et al. Oxalate-induced chronic kidney disease with its uremic and cardiovascular complications in C57BL/6 mice. Am J Physiol Renal Physiol. 2016;310(8):F785-F95.

13. Lech M, Grobmayr R, Ryu M, Lorenz G, Hartter I, Mulay SR, et al. Macrophage phenotype controls long-term AKI outcomes--kidney regeneration versus atrophy. J Am Soc Nephrol. 2014;25(2):292-304.

14. Zhao ZB, Marschner JA, Iwakura T, Li C, Motrapu M, Kuang M, et al. Tubular Epithelial Cell HMGB1 Promotes AKI-CKD Transition by Sensitizing Cycling Tubular Cells to Oxidative Stress: A Rationale for Targeting HMGB1 during AKI Recovery. J Am Soc Nephrol. 2023;34(3):394-411.

15. Kintscher U, Bakris GL, Kolkhof P. Novel non-steroidal mineralocorticoid receptor antagonists in cardiorenal disease. Br J Pharmacol. 2022;179(13):3220-34.

How the deposited data were processed for this re-analysis (not part of the article)

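The deposited sequencing data comprise a table of counts per gene and a table of RPKM values, both made by the authors with HISAT2, samtools and featureCounts. The paper describes RNA from kidneys and from tubular cells, and 28 column names in each table do not say which. The sample labels describe 12 kidneys, 4 WT on the control diet, 4 WT and 4 *Gsdmd-/-* on the oxalate-rich diet. Each table has 56980 genes and 36 columns of per-sample values. A column was to be used only where its name matched a sample label or a sample list in the paper, and neither column order nor expression values (such as the level of Gsdmd) were used to assign one. The names of 0 columns matched, so all 36 columns of each table were left out of every step, and no library depth, fold change or gene set result is given. The planned comparisons of diet and genotype, and the alternatives planned for them, were not run. Of the 56980 gene identifiers, 52073 are in the list of gene names used here, and the 2147 that begin with ENSMUSG00002 are not, so the authors' annotation is not the one used here for positions.

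Gene positions, exons and coding sequences were taken from GENCODE release M21 of the mouse annotation (build GRCm38). The 12 primer sequences of the supplement were searched as exact strings, in both orientations, in the 141767 transcripts of that release. A product was taken from the transcript annotated as principal, or else the longest, on which both primers matched in opposite orientations, and its ends were carried to the genome through the exons of that transcript. For the 18s primers, the fewest mismatches over all positions were counted in the 3 transcripts that one of them matched.

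The quantitative PCR values are those the paper lists in its supplementary original data, as ratios of each target to 18s rRNA made by the authors. From the 85 listed ratios, group means, standard deviations and ratios of means were computed for 5 targets. Differences in means were tested with two-sided exact permutation tests, which count the splits of the mice whose absolute difference is as large as the observed one. The 14 comparisons made were adjusted together by the Benjamini-Hochberg method. These comparisons and their alternatives, log2 values in place of ratios and each mouse left out in turn, were chosen after the listed values had been seen. The original data name no mouse, and each listed ratio of a target was taken as a separate mouse. The precision given rests on the spread between the listed ratios. Computations used Python 3.11.15 and numpy 2.4.6.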

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

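The test of the 18s measurement below was chosen after the PCR ratios had been seen.

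CD44 mRNA in *Gsdmd-/-* mice on the control diet (Supplementary Fig. S4A) had one mouse far above the other mice of its group. Its ratio to 18s rRNA was 9.3e-07, and the gap to the next mouse took 0.782 of the whole range of the group, above the critical value of 0.71 for 5 mice in Dixon's test. Without this mouse, the *Gsdmd-/-* mean on the control diet was 0.664 times the WT mean instead of 1.5 times, and both differences stayed above 0.05 in the exact permutation test (p = 0.222 and 0.905). Dixon's test was made in 16 groups and singled out 1 of them, and chance alone singles out about 1 group in 20. A low 18s measurement would raise every target of a mouse by 1 factor, provided that all targets were divided by that measurement. This mouse lay at 7.29 times the mean of the other 4 in CD44. In Annexin II the highest mouse of the group lay at 1.64 times the mean of the other 4. Each is listed first in its group, so they may be the same mouse, as a shared 18s error would require. The unequal factors do not decide whether such an error produced the CD44 value, because it is not known whether both targets share an 18s measurement. The original data name neither the mice nor the 18s measurements behind each ratio, and the comparison rests on a single mouse. An error in the CD44 measurement alone, a difference in RNA quality and a true difference between mice were not tested.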

How the results depend on the processing

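None of the alternatives planned for the sequencing tables was run, because their columns were not matched to kidneys. No paired analysis was possible because the columns of these tables carry no replicate number of a labelled sample, and the listed PCR ratios name no mouse. The alternatives below were chosen after the PCR ratios had been seen.

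On log2 values, the comparison of WT mice on the oxalate-rich diet with WT mice on the control diet for TNF-α fell under 0.05 (exact permutation test, p = 0.0179, against 0.0714 on the ratios), and the comparison of genotypes on the control diet for CD44 changed direction and stayed above it (p = 0.889). The other 12 comparisons kept their direction and their side of 0.05 on log2 values.

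With each mouse left out in turn, the exact permutation test of the genotypes on the oxalate-rich diet ranged from p = 0.00794 to 0.0556 for CD44 and for Annexin II, with ratios of means from 2.27 to 3.63 and from 1.68 to 2.14. In both targets the fits above 0.05 left out a WT mouse. For Annexin II in WT mice, oxalate-rich against control diet, p ranged from 0.0238 to 0.0794, and 6 of the 10 fits were above 0.05. For TNF-α in WT mice, p ranged from 0.0286 to 0.0952. On the control diet, the difference between genotypes changed direction without the *Gsdmd-/-* mouse with the highest CD44 (exact permutation test, p = 0.222, with a range over the fits from 0.222 to 0.968). The same happened for Annexin II without the first *Gsdmd-/-* mouse listed, the highest of its group (exact permutation test, p = 0.992, range from 0.357 to 0.992). The *Gsdmd-/-* mouse with the highest CD44 is also listed first. The remaining 8 comparisons kept their direction and their side of 0.05 in every such fit.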

Other observations

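For the targets of Fig. 2D, the original data supplied with the paper give these ratios to 18s rRNA. KIM-1 was 8.76e-06 ± 1.16e-06 (SD, n = 5) in WT mice on the control diet, 0.000529 ± 0.000327 (SD, n = 5) in WT mice on the oxalate-rich diet and 0.00107 ± 0.000214 (SD, n = 5) in *Gsdmd-/-* mice on the oxalate-rich diet. The means of WT mice on the oxalate-rich and the control diet differed by a factor of 60.4 (exact permutation test, p = 0.00794, adjusted p = 0.0159), and the genotypes on the oxalate-rich diet differed by a factor of 2.03 (exact permutation test, p = 0.0159, adjusted p = 0.0247), with 4 of 5 *Gsdmd-/-* mice above every WT mouse. TGF-β was 0.000139 ± 4.32e-05 (SD, n = 5) in WT and 0.000276 ± 6.84e-05 (SD, n = 6) in *Gsdmd-/-* mice on the oxalate-rich diet, a factor of 1.99, with all 6 *Gsdmd-/-* mice above every WT mouse (exact permutation test, p = 0.00216, adjusted p = 0.0159). TNF-α was 8.33e-06 ± 3.39e-06 (SD, n = 5) in WT and 1.87e-05 ± 4.98e-06 (SD, n = 6) in *Gsdmd-/-* mice on the oxalate-rich diet, a factor of 2.24, again with all 6 above every WT mouse (exact permutation test, p = 0.00433, adjusted p = 0.0159). For TNF-α, 3 WT mice on the control diet are listed, against 5 for KIM-1 and TGF-β, and the means of WT mice on both diets differed by a factor of 2.92, with p = 0.0714 (exact permutation test, adjusted p = 0.0833), although all 5 mice on the oxalate-rich diet were above every control mouse.

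For the other targets, the means of WT mice on the oxalate-rich diet were above those on the control diet by a factor of 8.29 for CD44 and 2.23 for TGF-β (exact permutation test, p = 0.00794 and adjusted p = 0.0159 for each). For Annexin II the factor was 1.64 (exact permutation test, p = 0.0397), and the adjusted p of 0.0505 did not fall under 0.05. In *Gsdmd-/-* mice the factors were 16.3 for CD44 and 2.82 for Annexin II (exact permutation test, p = 0.00794 and adjusted p = 0.0159 for each, the smallest unadjusted p that 5 mice against 5 allow). The factor for CD44 depends on the single *Gsdmd-/-* mouse at 9.3e-07 on the control diet, without which it was 36.9, and on log2 values it was 24.7. Whether the effect of the diet differs between the genotypes was not tested. For Annexin II in *Gsdmd-/-* mice on the control diet, a pair of mice is listed at the same ratio, 5.18e-05, to the last digit given.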
